# A Multi-Omics Interpretable Machine Learning Model Reveals Modes of Action of Small Molecules

**DOI:** 10.1038/s41598-020-57691-7

**Published:** 2020-01-22

**Authors:** Natasha L. Patel-Murray, Miriam Adam, Nhan Huynh, Brook T. Wassie, Pamela Milani, Ernest Fraenkel

**Keywords:** Machine learning, Network topology, Target identification

## Abstract

High-throughput screening and gene signature analyses frequently identify lead therapeutic compounds with unknown modes of action (MoAs), and the resulting uncertainties can lead to the failure of clinical trials. We developed an approach for uncovering MoAs through an interpretable machine learning model of transcriptomics, epigenomics, metabolomics, and proteomics. Examining compounds with beneficial effects in models of Huntington’s Disease, we found common MoAs for compounds with unrelated structures, connectivity scores, and binding targets. The approach also predicted highly divergent MoAs for two FDA-approved antihistamines. We experimentally validated these effects, demonstrating that one antihistamine activates autophagy, while the other targets bioenergetics. The use of multiple omics was essential, as some MoAs were virtually undetectable in specific assays. Our approach does not require reference compounds or large databases of experimental data in related systems and thus can be applied to the study of agents with uncharacterized MoAs and to rare or understudied diseases.

## Introduction

Unknown modes of action of drug candidates can lead to unpredicted consequences on effectiveness and safety. Computational methods, such as the analysis of gene signatures, and high-throughput experimental methods have accelerated the discovery of lead compounds that affect a specific target or phenotype^1–3^. However, these advances have not dramatically changed the rate of drug approvals. Between 2000 and 2015, 86% of drug candidates failed to earn FDA approval, with toxicity or a lack of efficacy being common reasons for their clinical trial termination^4,5^. Even compounds identified for binding to a specific target can have complex downstream functional consequences, or modes of action (MoAs)^6^. Understanding the MoAs of compounds remains a crucial challenge in increasing the success rate of clinical trials and drug repurposing efforts^4,6^.

Computational approaches have contributed to the discovery of MoAs. Using the Connectivity Map data, tools like MANTRA can predict MoAs of new compounds based on their gene expression similarity to reference compounds with known MoAs^7^. To combat antibiotic resistance, reference compounds were also used to infer MoAs of uncharacterized antimicrobial compounds by comparing their untargeted metabolomic profiles in bacteria^8^. From human cancer cell lines, basal gene expression signatures were correlated with sensitivity patterns of compounds to identify previously unknown activation mechanisms and compound binding targets^9^. Similarly, gene expression profiles of human lymphoma cells treated with anti-cancer drugs were compared using the gene regulatory network-based DeMAND algorithm to predict novel targets and unexpected similarities between the drugs^10^. However, all of these methods require prior context-specific knowledge, such as data from reference compounds with known MoAs, sensitivity data, or gene-regulatory interactions.

More general approaches to discover MoAs are urgently needed. In the context of late-onset neurodegenerative disorders like Huntington’s Disease (HD), screening efforts focused on protein aggregation, neuronal death, and caspase activation phenotypes have found many compounds that have disease-altering potential, but none have been successful in clinical trials^11^. HD is an autosomal dominant, fatal, neurodegenerative disorder that results in massive striatal neuronal cell death^12^. The disease is caused by a trinucleotide repeat expansion in the huntingtin gene, which encodes an expanded polyglutamine domain in the huntingtin protein^12^. Although the exact function of huntingtin is unclear, it has been shown to interact with many proteins and to be involved in transcription, anti-apoptotic activity, and the trafficking processes of vesicles and organelles^13^. Within brain cells, mutant huntingtin causes transcriptional dysregulation, impaired cytoskeletal motor functions, compromised energy metabolism, and abnormal immune activation^13^.

Over the years, many compounds have been discovered that confer a protective effect in HD model systems^14^. In some cases, direct binding targets are known, but these may not always be in the therapeutic pathway. A study using a small molecule sphingolipid enzyme inhibitor, for example, found a novel MoA related to histone acetylation through the analysis of gene expression and epigenetic profiles in the murine STHdh^Q111^ HD cell model^15^. As all small molecule therapeutics have so far failed to modify HD in clinical trials, understanding the disease-relevant MoAs is critical to guide future therapeutic approaches that could target these pathways with new molecules.

We reasoned that the discovery of MoAs must begin with an unbiased approach. Some compounds may have largely transcriptional effects, while others may primarily impact signaling or metabolism. With improvements in omics technology, it is now possible to systematically assess each of these areas. Technologies such as RNA-Seq, ChIP-Seq, and mass spectrometry provide extensive measurements of gene expression, chromatin accessibility, metabolite expression, protein expression, and post-translational modifications. The integration of these omics data can provide a more comprehensive view of the compounds and allow for discoveries that could be overlooked in the analysis of any individual dataset^16^.

To systematically reveal disease-relevant MoAs, we developed a multi-omics machine learning approach (Fig. 1) that does not require context-specific prior knowledge or reference compounds. We used a hierarchical data generation strategy and began with a set of compounds previously reported to alleviate an HD phenotype in at least one HD model system. We filtered the compounds using a viability assay to find those that are protective in the well-established murine striatal STHdh^Q111^ HD cell model. We then profiled compound-treated cells using transcriptomics and untargeted metabolomics. Interestingly, we show that previously unrelated compounds cluster together based on their molecular profiles. For two interesting clusters of compounds, we then gathered proteomic data and epigenomic data.

**Figure 1:**
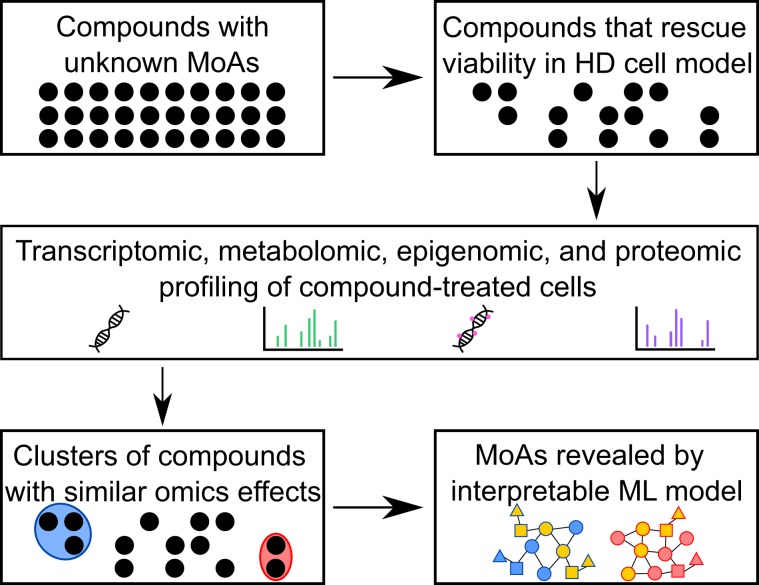
General workflow of study. Compounds with unknown MoAs were found to be protective in HD cells. After multi-omics profiling, groups of protective compounds were shown to cluster together. An interpretable machine learning (ML) model revealed compounds’ MoAs, which were validated experimentally.

To reveal the MoAs for these compounds, we applied an interpretable machine learning algorithm. We mapped each type of molecular data to a network of molecular interactions. Network optimization of this large interactome highlights the functional changes induced by the compounds. This approach prioritized two disease-relevant processes, autophagy activation and mitochondrial respiration inhibition, as key MoAs of a subset of these compounds. Through cellular imaging, biochemical, and energetics assays, we confirmed these MoAs in the STHdh^Q111^ murine model. We also demonstrated that the effects on autophagy are reproducible across species and across cell types. This multi-omics approach opens new opportunities for the discovery of existing compounds that may have beneficial effects through unexpected pathways. Equally important, it may provide insight into unrecognized off-target effects on pathways that may contribute to toxicity. Our findings reinforce the importance of unbiased multi-omics approaches in the study of disease and therapeutics.

## Results

### Cell viability assay categorizes compounds by protectiveness

More than 100 compounds were previously reported to reverse a disease phenotype in at least one HD model system^17^. We examined 30 of these compounds that were commercially available (Table S1) and determined their protectiveness in the well-established STHdh cell culture model of HD. These murine striatal neuronal progenitor cells express the polyglutamine-expanded (STHdh^Q111^) or wild-type (STHdh^Q7^) human huntingtin gene^18^. 

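Expression of the mouse huntingtin gene, Htt (ENSMUSG00000029104), was measured by RNA-Seq in both cell lines after 24 hours in serum-free medium with vehicle. Htt lies on chromosome 5 of GRCm38 from 34761740 to 34912534 on the plus strand, and the annotated gene Msantd1 overlaps it on the same strand. The authors aligned the reads to the mouse transcriptome, so the values measure the RNA assigned to this gene and not the length or the origin of its polyglutamine repeat. The authors' normalized log2 abundance of Htt was 9.11 ± 0.16 (SD, n = 3) in STHdh Q7 cells and 8.04 ± 0.10 (SD, n = 3) in STHdh Q111 cells. The log2 fold change was 1.07 (standard error 0.077, adjusted p = 5.3e-15 from limma with Benjamini-Hochberg adjustment). Each STHdh Q7 sample lay above each STHdh Q111 sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). With each replicate number left out in turn, the log2 fold change stayed between 1.01 and 1.15.

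**Figure D1:**
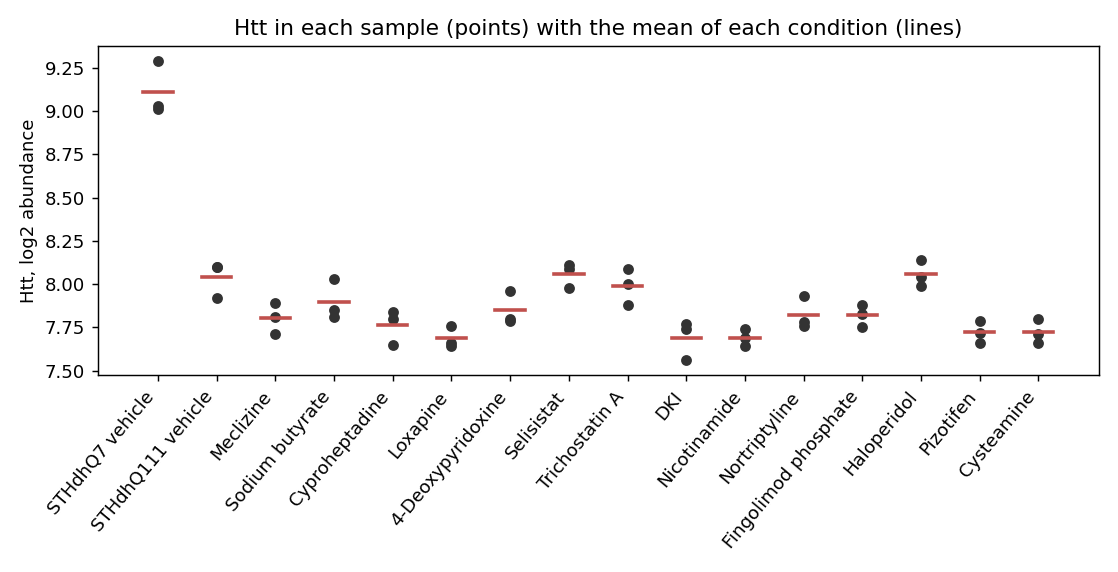
Normalized log2 abundance of Htt in each sample (points) and the mean of each condition (lines). The lowest STHdh Q7 sample is at 9.01, and the highest sample of all STHdh Q111 conditions is at 8.14.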

As has been previously reported, STHdh^Q111^ and STHdh^Q7^ cells differ in their sensitivity to serum deprivation^18^. As a result, we tested the ability of compounds to extend the viability of STHdh^Q111^ cells under these conditions. Of the compounds, 14 were significantly protective (p-value < 0.001) when compared to the STHdh^Q111^ vehicle control (Fig. 2A). The remaining 16 compounds either did not significantly decrease cell death or were toxic to the cells at all tested concentrations.

**Figure 2:**
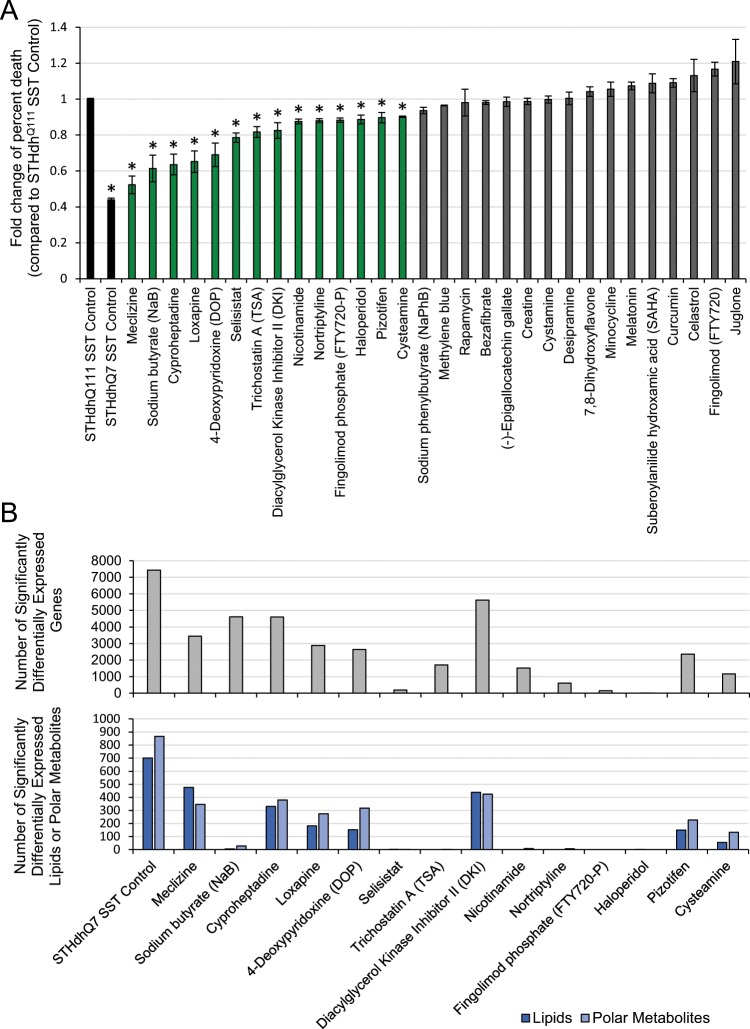
Compounds have diverse effects on viability, gene expression, and metabolite expression in the STHdh^Q111^ cell model. (**A**) Cell viability assay categorizes 14 compounds as protective and 16 as unprotective. Data are represented as mean ± SD. *p-value < 0.001. The black, green, and gray bars indicate controls, protective compounds, and unprotective compounds, respectively. (**B**) The number of transcriptomic and metabolomic changes in compound-treated cells compared to controls.

### Molecular profiles reveal unexpected similarities between compounds

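RNA was sequenced from 48 samples, 3 of each of 16 conditions. The conditions were STHdh Q111 cells treated with each of the 14 protective compounds, STHdh Q111 cells treated with vehicle and STHdh Q7 cells treated with vehicle, all in serum-free medium. The sample labels give a dose of 10 µM for meclizine, cyproheptadine, loxapine, selisistat and diacylglycerol kinase inhibitor II (DKI), 5 µM for pizotifen and 250 µM for cysteamine. They give 1 mM for sodium butyrate and 4 mM for 4-deoxypyridoxine (DOP), 250 nM for fingolimod phosphate, 10 nM for trichostatin A, 1 nM for nortriptyline, and 0.5 nM for nicotinamide and haloperidol. Samples were collected on 3 days at 3 times per day. The replicate number is the collection day, except that replicate 1 of cyproheptadine and of DKI is labelled as day 3. The authors trimmed the reads, aligned them to the GRCm38 transcriptome, quantified them with RSEM and deposited a normalized abundance per gene and sample on the log2 scale, whose transformation the paper's text does not name. These values hold no read counts, so the depth of each sample is unknown. Summed over genes after raising 2 to the power of each value, the highest sample came to 1.11 times the lowest. Across genes, the correlation between replicates of a condition was 0.9964 to 0.9994. The values were used as deposited. One linear model per gene was fitted to all samples, with a term for each condition and for the collection day as in the paper's methods. Genes with a symbol and a mean log2 value of at least 1 were tested, which left 13409 genes, and a gene was called differentially expressed at an adjusted p under 0.05. The residual standard deviation of the median gene was 0.086 on the log2 scale.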

To assess the compounds’ molecular effects on transcription and metabolism, we performed RNA-Seq and untargeted metabolite profiling on STHdh^Q111^ cells treated with the 14 protective compounds and vehicle control, in triplicate. 

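Between the STHdh Q7 and the STHdh Q111 vehicle controls, 7483 genes were differentially expressed, 3916 with higher and 3567 with lower values in STHdh Q7 cells. Of these, 730 differed by more than 1 on the log2 scale. The alternative that moved the count most was a minimum mean of 10 in place of 1, which left 1991 genes to test and 1274 called. The genes described below are those with the largest changes among the called genes with a mean of at least 10 and the same direction in every replicate. The mitochondrial gene ND3 (ENSMUSG00000064360, positions 9459 to 9806 of the mitochondrial genome) was at 12.02 ± 0.26 (SD, n = 3) in STHdh Q7 and 9.97 ± 0.11 (SD, n = 3) in STHdh Q111 cells. Its log2 fold change was 2.04 (standard error 0.25, adjusted p = 5.4e-09, limma). Cdh2 (ENSMUSG00000024304, chromosome 18, 16588877 to 16809246) encodes N-cadherin and is overlapped on the other strand by Gm15485. Its values were 11.88 ± 0.17 and 10.16 ± 0.08, with a log2 fold change of 1.72 (standard error 0.081, adjusted p = 1.8e-20, limma). The largest fall was that of Ifit1 (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009), an interferon-induced gene with close paralogs, which was at 9.46 ± 0.53 in STHdh Q7 and 12.30 ± 0.15 in STHdh Q111 cells. Its log2 fold change was -2.84 (standard error 0.2, adjusted p = 1.6e-15, limma). Aebp1 (ENSMUSG00000020473, chromosome 11, 5861947 to 5872088) was at 10.14 ± 0.09 and 12.89 ± 0.01, a log2 fold change of -2.75 (standard error 0.066, adjusted p = 1.8e-29, limma).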

We also included the STHdh^Q7^ vehicle control for comparison. We measured the levels of 18,178 genes, 1,530 untargeted lipids, and 1,805 untargeted polar metabolites in all samples. 

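The deposited RNA-Seq table holds 27281 genes, of which 18178 carry a gene symbol and 9103 carry only an Ensembl identifier. A symbol stands beside more than one identifier in 21 cases. Values range from -2.34 to 18.62 on the log2 scale, with a median of 2.45. Of the genes with a symbol, 4769 have a mean below the minimum and were not tested. Genes with low values hardly vary between samples. The standard deviation over all samples of the median gene was 0.0051 among genes with a mean under 0, and 0.14 among genes with a mean of at least 6. Fold changes of genes with low values are therefore small in this unit.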

In most of the compound-treated samples, we found thousands of statistically significant differentially expressed genes (FDR-adjusted p-value < 0.05) compared to the STHdh^Q111^ vehicle control (Fig. 2B). 

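With limma, 10 of the 14 compounds changed more than 1000 genes against the STHdh Q111 vehicle control, and 4 changed fewer. Without replicate 1 of the vehicle control, trichostatin A changed 931 genes and nicotinamide 268, and cysteamine also fell below 1000. Nortriptyline changed 513 genes, 100 with higher and 413 with lower values. This count was 76 without replicate 1 of the vehicle control. With only the samples compared in the fit it was 217, of which 51.2% had higher values. Selisistat changed 69 genes, 48 higher and 21 lower. This count depends on single samples, since it was 0 without replicate 2 of selisistat and 1151 without replicate 3. At a minimum mean of 10 it was 13, of which 15.4% had higher values. Fingolimod phosphate changed 8 genes, all with lower values. With only the samples compared in the fit, 592 genes were called for it, and 0 for selisistat. Haloperidol changed 0 genes, with 397 genes at an unadjusted p under 0.05. It changed 34 genes without replicate 1 of haloperidol.

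**Figure D2:**
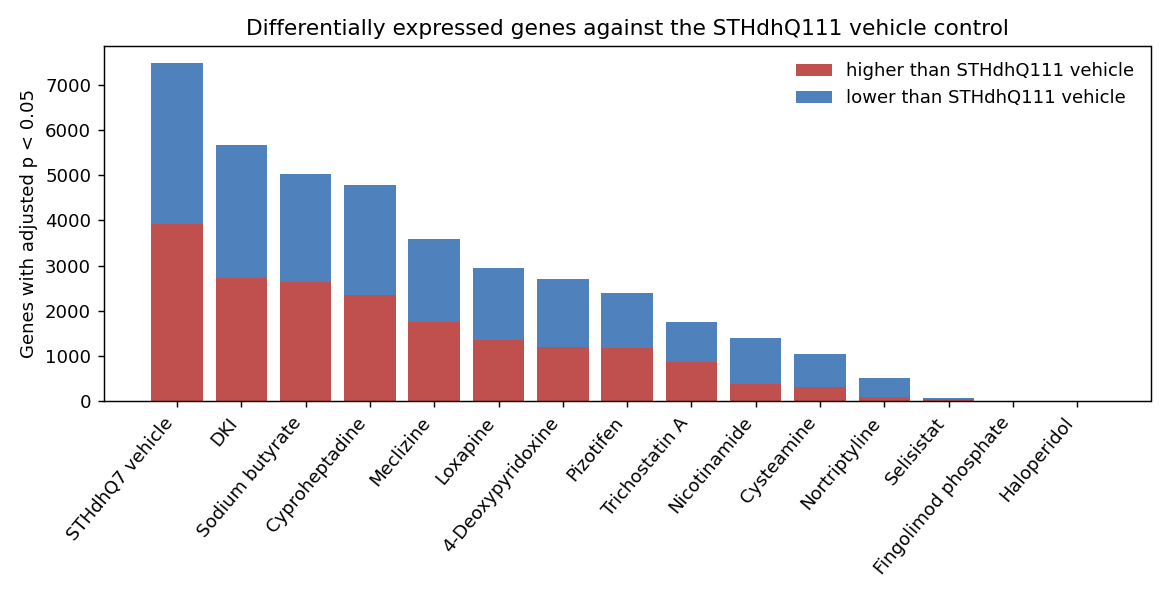
Number of genes with higher and with lower values at an adjusted p under 0.05 for each compound and for STHdh Q7 cells, each against the STHdh Q111 vehicle control. The bars run from 0 genes for haloperidol to 5673 for DKI among the compounds.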

Though some compounds affected several hundred measured metabolites, many of the compounds had little effect on the lipids and polar metabolites (Fig. 2B).

To reveal similarities between the compounds’ profiles, we clustered the RNA, lipid, and polar metabolite data separately (Fig. 3A). In the gene expression data, five compounds reproducibly clustered tightly together in a group distinct from the STHdh^Q111^ vehicle control samples. 

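Distances were computed between the mean log2 values of the conditions over all genes tested, after the effect of the collection day was removed. The mean distance among cyproheptadine, loxapine, pizotifen, meclizine and DKI was 21.4, and their mean distance to the STHdh Q111 vehicle control was 25.9. Among all sets of 5 of the 14 compounds, the mean distance within this set ranked 599 from the smallest (one-sided exact test over the sets, p = 0.299). The median over all sets was 23.4. The smallest, 13, was that of nicotinamide, nortriptyline, fingolimod phosphate, haloperidol and cysteamine, which lie near the vehicle control. Compounds with small responses thus lie close together, so the rank depends on the size of the responses and does not measure tightness alone. In average-linkage clustering of the conditions, the 5 compounds formed a cluster that held no other condition. The silhouette width compares a sample's distance to its own cluster with that to all other samples and is positive where its own cluster is nearer. Over the 15 samples of the 5 compounds its mean was 0.291, it ranged from 0.169 to 0.386, and it was positive in 15 of 15 samples. The other samples include those of STHdhQ7 cells, which lay at 60.4 to 65.1 from the 5 compounds and raise the width. By how much was not computed. Loxapine lay nearer to cysteamine (18.7) and the vehicle control (21.1) than to meclizine (23.5) or DKI (31.7). Its distances to pizotifen and cyproheptadine were 12.3 and 19.5. With 1 minus Pearson's correlation as the distance, the mean width was 0.513. From the t-SNE plots (Fig. 3A), the paper concludes that these compounds form a group distinct from the vehicle control in the gene expression data.

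**Figure D3:**
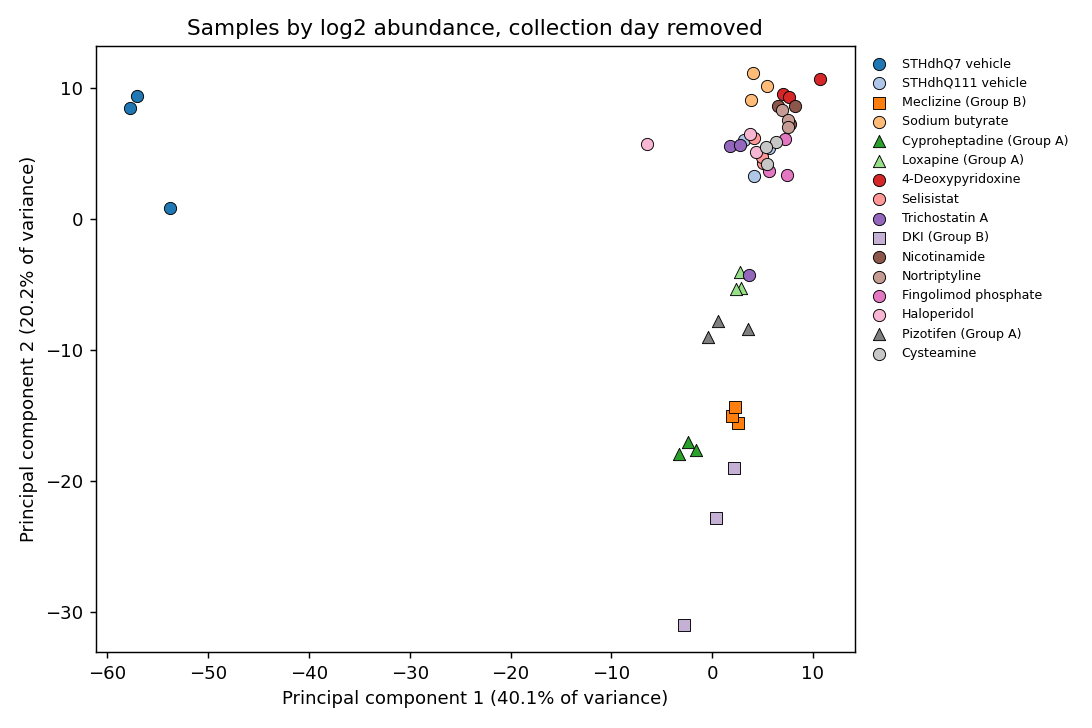
Principal components of the 48 samples from the log2 values of the genes tested, with the collection day removed. The first component holds 40.1% of the variance and the second 20.2%, and each point is a sample.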

Although these compounds formed only one distinct group in the gene expression data, they separated into two distinct groups in the metabolite profiling data. 

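The metabolite data part the compounds into cyproheptadine, loxapine and pizotifen (Group A) and DKI and meclizine (Group B). Between these groups, 5542 genes were differentially expressed in the RNA data, 2666 with higher and 2876 with lower values in Group A. The vehicle control does not enter this comparison. In this and the other group comparisons, the error comes from the spread between replicates of a compound. The spread between the compounds of a group is left out, so the p-values hold for these compounds only. In the 4 pairs of compounds within a group, a median of 667.5 genes differed, with a range of 14 to 1405. In the 6 pairs between the groups, a median of 3500 genes differed, with a range of 2177 to 4968. These ranges meet when single samples are left out. Without replicate 3 of meclizine, 1087 genes differed between pizotifen and meclizine and 1205 between cyproheptadine and meclizine, and without replicate 2 of DKI, 1549 differed between meclizine and DKI. Each pair within a group was closer, at distances of 12.3 to 19.5, than each pair between the groups, at 19.6 to 31.7. Acat2 (ENSMUSG00000023832, chromosome 17, 12942890 to 12960747), a gene of sterol synthesis, was at 11.96 ± 0.08 (SD, n = 9) in Group A and 10.81 ± 0.48 (SD, n = 6) in Group B. The log2 difference was 1.15 (standard error 0.058, adjusted p = 3.8e-18, limma). Hmgcs1 (ENSMUSG00000093930, chromosome 13, 119690379 to 119708260), overlapped on the other strand by Gm48342, differed by 1.04 (standard error 0.051, adjusted p = 2.3e-18, limma). Slc3a2 (ENSMUSG00000010095), a subunit of amino acid transporters, differed by -1.04 (standard error 0.094, adjusted p = 2.1e-11, limma). Mt2 (ENSMUSG00000031762), a metallothionein with close paralogs that Gm45774 overlaps on the other strand, differed by -0.90 (standard error 0.1, adjusted p = 2.9e-09, limma). In Acat2, Hmgcs1, Slc3a2 and Mt2, 9 of 9 samples of Group A lay on the same side of the Group B mean. The rule for naming these genes required this.

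**Figure D4:**
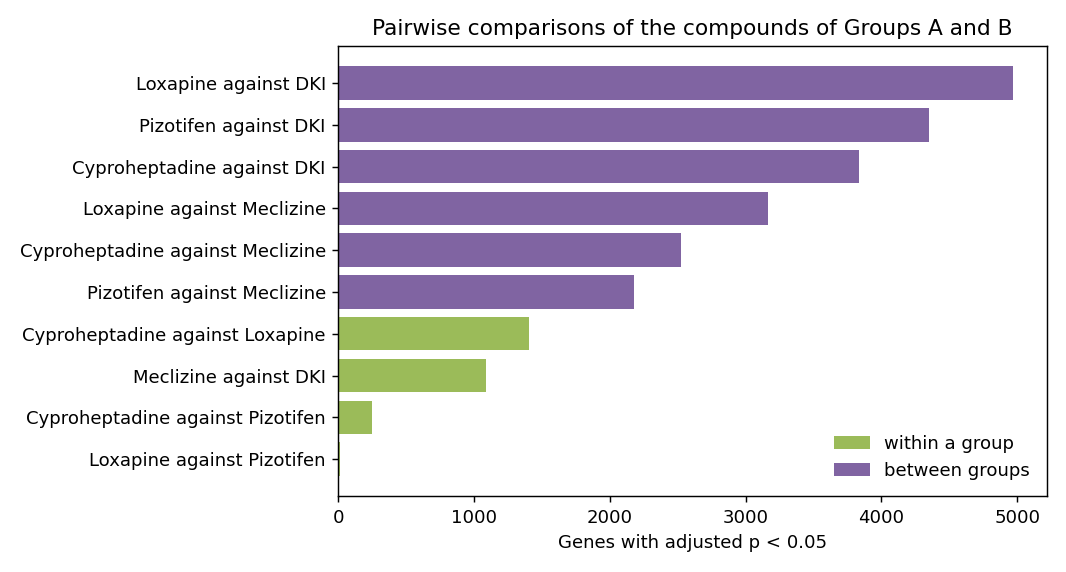
Number of genes that differ between each pair of the 5 compounds at an adjusted p under 0.05, by whether the pair lies within Group A or Group B or between them. The pairs within a group reach 1405 genes, and the pairs between groups start at 2177.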

Cyproheptadine, loxapine, and pizotifen form Group A and were previously shown to block caspase activation and increase ERK activation^19^. 

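Among all conditions, the RNA profile nearest to DKI was that of meclizine and the nearest to meclizine was that of DKI, at a distance of 17. Between them, 1087 genes were differentially expressed, 510 with higher and 577 with lower values in meclizine-treated cells. Without replicate 1 of DKI this count was 316. DKI lay at a distance of 34.9 from the STHdh Q111 vehicle control, and meclizine at 24.9.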

Group B, surprisingly, consists of the previously unrelated compounds diacylglycerol kinase inhibitor II (DKI) and meclizine. Some compounds, such as 4-deoxypyridoxine (DOP) and cysteamine, can be separated from the STHdh^Q111^ vehicle control samples only in the metabolite data, but do not cluster tightly with other compounds. 

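In the RNA data, DOP changed 2697 genes against the STHdh Q111 vehicle control, 1197 with higher and 1500 with lower values. The mean silhouette width of the DOP and vehicle samples was 0.31, and it was positive in 6 of 6 samples, from 0.211 to 0.38. Cysteamine changed 1050 genes, 312 higher and 738 lower, a count that was 171 without replicate 1 of the vehicle control. Its mean silhouette width was 0.223, positive in 5 of 6 samples, from -0.0169 to 0.356. For comparison, the mean width was 0.546 for DKI and -0.00426 for haloperidol, where 3 of 6 samples had a positive width. The condition nearest to both DOP and cysteamine was nicotinamide, at distances of 15 and 11.6. Both shared all collection days and times with nicotinamide and no combination of day and time with the vehicle control. Collection may therefore contribute to their counts, and the compounds' own effects stay open.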

Compounds that clustered together did not have the most similar structures, calculated using the maximum common substructure Tanimoto coefficients in ChemMine tools (Fig. S2)^20^. Likewise, compound pairs with the strongest connectivity scores, as reported by the Connectivity Map using their L1000 gene expression data, did not cluster together in the omics data (Fig. S3)^3^.

**Figure 3:**
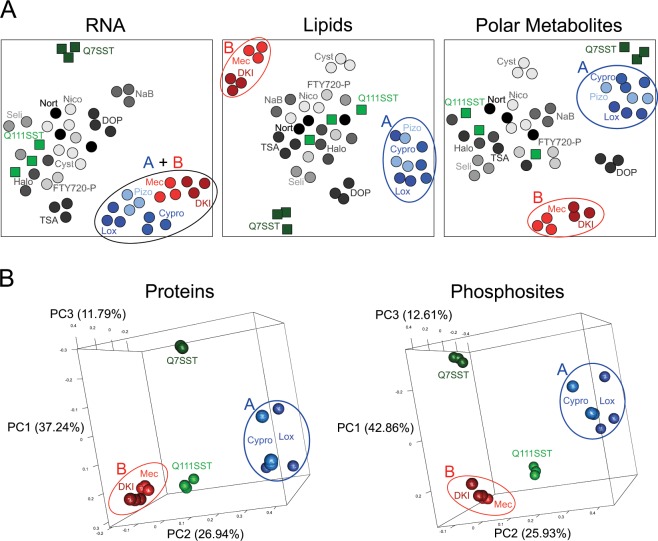
Omics profiles reveal unexpected similarities between compounds. (**A**) Clustering of metabolite profiling data reveals two distinct groups of compounds that are inseparable in the gene expression data, as displayed in t-SNE plots. The blue and red ellipses indicate the Group A and Group B compounds, respectively. Q7SST = STHdh^Q7^ SST control; Q111SST = STHdh^Q111^ SST control; Mec = meclizine; NaB = sodium butyrate; Cypro = cyproheptadine; Lox = loxapine; DOP = 4-deoxypyridoxine; Seli = selisistat; TSA = trichostatin A; DKI = diacylglycerol kinase inhibitor II; Nico = nicotinamide; Nort = nortriptyline; FTY720-P = fingolimod phosphate; Halo = haloperidol; Pizo = pizotifen; Cyst = cysteamine. (**B**) Clustering of proteomic data, as shown in three-dimensional PCA plots. See also Figs S1–S3, Tables S2–S6.

To further characterize the compounds in Groups A and B, we performed global proteomic and phosphoproteomic analysis. We identified and measured the levels of 6,281 proteins and 2,560 phosphosites in control and compound-treated cells. We selected two compounds from Group A, cyproheptadine and loxapine, and the two compounds in Group B because they had the most RNA and metabolite changes compared to the STHdh^Q111^ vehicle controls. These four compounds show several statistically significant differentially expressed proteins and phosphosites, and they also cluster reproducibly by their respective groups in both types of proteomic data (Fig. 3B). 

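Within Group A, cyproheptadine changed 4780 genes (2343 higher and 2437 lower), loxapine 2938 (1360 and 1578) and pizotifen 2404 (1188 and 1216). Without replicate 1 of the STHdh Q111 vehicle control, the counts of loxapine and pizotifen were 1715 and 1376. In Group B, DKI changed 5673 genes (2735 higher and 2938 lower), and meclizine changed 3589 (1763 and 1826).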

The differential genes and proteins of the Group A compounds are significantly enriched (FDR-adjusted p-value < 0.05) in 882 and 2 gene ontology (GO) processes, respectively (Tables S2 and S4). 

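The contrast of the mean of the 3 Group A compounds with the STHdh Q111 vehicle control called 4399 genes, 2087 with higher and 2312 with lower values. The paper's reported number of differential genes for Group A is 4709, from its enrichment results, which do not state how it was formed. The count was 1652 when a gene had to be called for each of the 3 compounds, and 5590 for any of them. Ifrd1 (ENSMUSG00000001627, chromosome 12, 40201567 to 40248504), which other annotated genes overlap on both strands, rose most among genes with a mean of at least 10, from 9.66 ± 0.02 (SD, n = 3) to 10.87 ± 0.24 (SD, n = 9). Its log2 fold change was 1.21 (standard error 0.1, adjusted p = 9.4e-11, limma). The transcription factor gene Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541) rose by 1.02 (standard error 0.074, adjusted p = 2.1e-12, limma). The imprinted gene Peg10 (ENSMUSG00000092035) had a log2 fold change of -1.11 (standard error 0.12, adjusted p = 1.1e-08, limma). Gstm1 (ENSMUSG00000058135), which has close paralogs, had one of -0.88 (standard error 0.094, adjusted p = 5.2e-09, limma). Each of these genes changed in the same direction in 9 of 9 samples, which the rule for naming them required. Gene lists written before the data were examined were tested with camera at a preset correlation of 0.01, with adjustment over 24 tests. The mean log2 fold change was 0.683 over 41 targets of ATF4 and the stress response it serves (adjusted p = 1.09e-34), 0.594 over 20 genes of sterol biosynthesis (adjusted p = 7.46e-23) and 0.222 over 30 lysosomal genes (adjusted p = 4.77e-11). It was 0.357 over the 7 amino acid genes of Fig. 4B (adjusted p = 0.000102) and 0.235 over 18 glycolysis genes (adjusted p = 0.000189). For each of these lists the mean rose in 9 of 9 samples. Of their genes, 41, 20, 20, 6 and 11 were called over all genes tested, and the same numbers when adjusted over the list alone. Over all contrasts, 13 of the 24 list tests passed with camera and 15 with fry. With an estimated correlation 7 passed, of which those in Group A were the ATF4, sterol and lysosomal lists.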

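For the mean of DKI and meclizine against the STHdh Q111 vehicle control, 5497 genes were called, 2656 with higher and 2841 with lower values. The paper's reported number of differential genes for Group B is 5287, also without how it was formed. When a gene had to be called for both compounds, the count was 3219, and 6043 for either of them. Slc3a2 (chromosome 19, 8706882 to 8723369) rose most among genes with a mean of at least 10, from 10.83 ± 0.01 (SD, n = 3) to 12.56 ± 0.67 (SD, n = 6), a log2 fold change of 1.72 (standard error 0.13, adjusted p = 1.2e-13, limma). The SD covers the samples of both compounds, while the standard error leaves out the spread between DKI and meclizine. Shmt2 (ENSMUSG00000025403, chromosome 10, 127517123 to 127522444), a mitochondrial enzyme of serine metabolism that Ndufa4l2 overlaps on the other strand, rose by 1.38 (standard error 0.088, adjusted p = 4.4e-15, limma). Among genes with this minimum mean, Peg10 had the largest fall, with a log2 fold change of -1.31 (standard error 0.13, adjusted p = 2.9e-10, limma). Txnip (ENSMUSG00000038393) had one of -1.05 (standard error 0.094, adjusted p = 1.9e-11, limma). The direction was the same in 6 of 6 samples for each of Slc3a2, Shmt2, Peg10 and Txnip, as the rule for naming them required. Among the gene lists, the mean log2 fold change was 1.24 for the ATF4 list (camera, adjusted p = 6.27e-47), 0.853 for the amino acid genes of Fig. 4B (adjusted p = 1.37e-08) and 0.254 for the lysosomal list (adjusted p = 4.65e-09), and each rose in 6 of 6 samples. The sterol list had a mean of -0.322 (adjusted p = 1.1e-06), lower in 5 of 6 samples. This fall was that of DKI, where the mean was -0.603 ± 0.0892 (SD, n = 3), while it was -0.041 ± 0.22 (SD, n = 3) in meclizine. The glycolysis list had a mean of 0.0216 (adjusted p = 0.874). With an estimated correlation, the ATF4 and amino acid lists passed in Group B, while the lysosomal list (adjusted p = 0.0509, with a range of 1.67e-09 to 0.0509 over alternatives) and the sterol list (adjusted p = 0.225, with a range of 1.07e-06 to 0.225) did not. Over all genes tested, 41, 6, 22, 14 and 8 genes of the ATF4, amino acid, lysosomal, sterol and glycolysis lists were called, and 41, 6, 23, 17 and 9 when adjusted over the list alone.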

The Group B differential genes are significantly enriched (FDR-adjusted p-value < 0.05) in 911 GO processes, but the Group B differential proteins have no significant GO process enrichment (Table S5). Using the IMPaLA tool for metabolite pathway analysis, the Group A and Group B differential metabolites are significantly enriched (FDR-adjusted p-value < 0.05) in 82 and 42 pathways, respectively (Tables S3 and S6).

### Machine learning network models prioritize HD-relevant modes of action

Analyzed separately, the omics data provide a confusing perspective of the changes associated with each compound, pointing to hundreds of potential pathways and processes. To develop a comprehensive view of the compounds’ downstream effects, we turned to dimensionality reduction approaches that leverage known molecular interactions. PIUMet and Omics Integrator use network optimization to identify a subset of the input features that can be linked to each other through direct or indirect molecular interactions^21,22^. We first applied PIUMet to map untargeted metabolomics to the interactome.

To identify the regulatory factors driving changes in transcription, we profiled the H3K4me3 epigenetic modification, which is associated with promoter regions in accessible chromatin, using ChIP-Seq^23^. Though we found few differential peaks between STHdh^Q111^ control cells and compound-treated cells, we used the overall epigenetic signature as a measurement of transcription factor binding accessibility. We predicted transcription factors using a motif analysis approach applied to the differentially expressed genes and the H3K4me3 regions.

We then applied Omics Integrator for graph-constrained dimensionality reduction. The inputs were the differential metabolites, proteins, phosphoproteins, and predicted transcriptional regulators for each of the two compound groups. After filtering the networks based on node robustness and specificity, we found significant GO enrichment for pathways relevant in HD. The Group A network was highly enriched for the autophagy, protein localization and transport, and cytoskeleton organization processes (Table S7). The Group B network was highly enriched for the mitochondrial electron transport, sterol metabolism, and amino acid processes (Table S8). Based on the network enrichment, we prioritized the autophagy and mitochondrial respiration pathways for further experimental testing (Fig. 4A,B).

**Figure 4:**
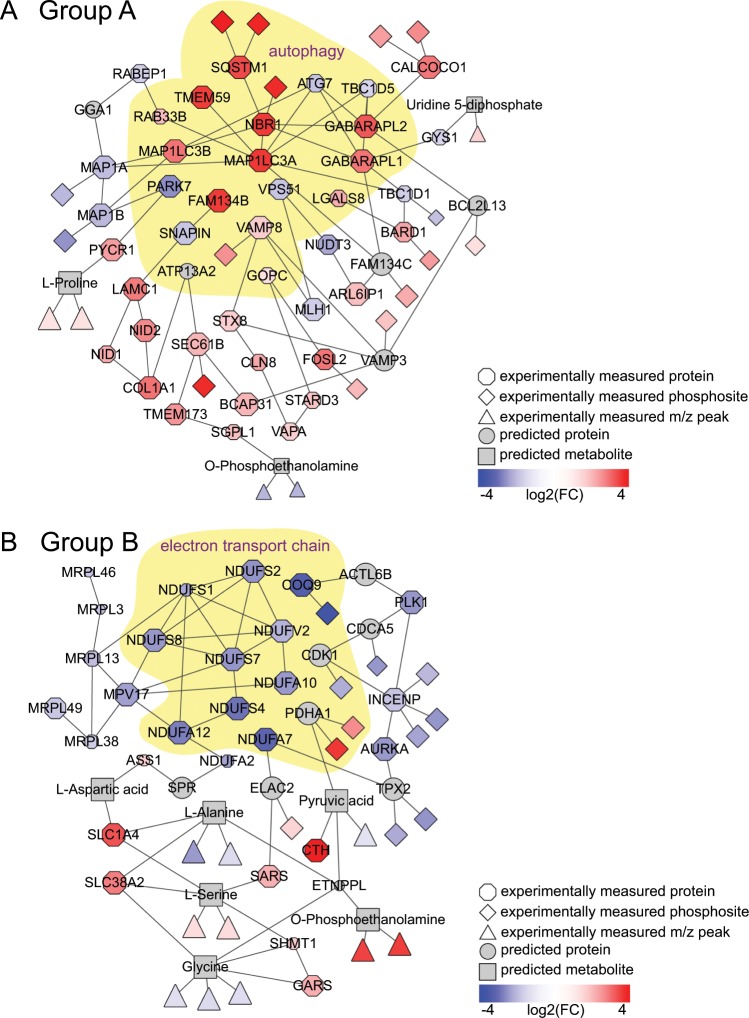
Machine learning network models prioritize HD-relevant pathways. (**A**) The autophagy pathway is significantly enriched (p-value < 0.05) in the Group A compound network, a subnetwork of which is shown. The highlighted yellow region indicates those proteins that are part of the autophagy GO term. (**B**) The electron transport chain is significantly enriched (p-value < 0.05) in the Group B compound network, a subnetwork of which is shown. The highlighted yellow region indicates those proteins that are part of the electron transport chain GO term, part of the mitochondrial respiration pathway. See also Tables S7 and S8.

### Autophagy is up-regulated by Group A compounds

Autophagy, which appeared in the optimized networks, is also known to be dysregulated in HD^24^. We measured the levels of autophagic vacuoles in the STHdh^Q111^ cells using fluorescent staining. We found that the Group A compounds significantly increased the fluorescence intensity, indicating an increase in the number of autophagic vacuoles (Fig. 5A). To further quantify autophagy differences, we examined levels of microtubule-associated protein light chain 3 (LC3), which is widely used to monitor autophagy^25^. We quantified the levels of LC3-II and LC3-I by western blots in control and compound-treated cells. We found a significant increase in the LC3-II to LC3-I ratio with treatment of the Group A compounds, but no significant change with treatment of the Group B compounds (Fig. 5B,C), indicating that the Group A compounds increase formation of autophagic vacuoles. To determine whether this increase was due to an activation of autophagy or a degradation blockage of the autophagic vacuoles, we treated the cells with and without bafilomycin A1 (BafA), an inhibitor of late-stage autophagy^25^. We found a further increase in the LC3-II to LC3-I ratio in all of the conditions upon treatment of BafA, indicating that the Group A compounds activate autophagy in the STHdh^Q111^ cells.

**Figure 5:**
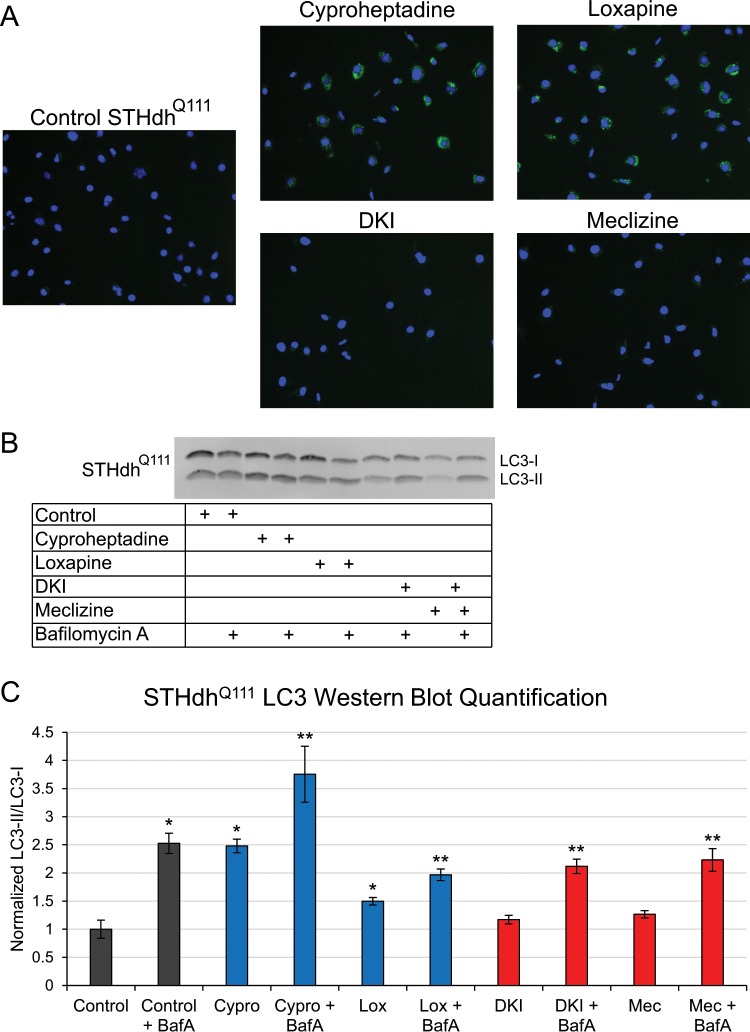
Autophagy is up-regulated by Group A compounds in murine STHdh^Q111^ cells. (**A**) Fluorescent staining of autophagic vacuoles in Group A compound-treated cells compared to Group B compound-treated or control cells. Blue fluorescence indicates nuclei and green fluorescence indicates autophagic vacuoles. (**B**) A representative western blot showing LC3-II and LC3-I levels to determine how the compounds affect autophagy. BafA was used to determine whether the compounds activate autophagy or inhibit vacuole degradation. The full-length western blot is presented in Fig. S5A. (**C**) Quantification of the LC3-II to LC3-I ratio normalized to the control from the western blot. Data are represented as mean ± SD. *p-value < 0.05 compared to Control; **p-value < 0.1 compared to condition-matched non-BafA treatment.

As STHdh^Q111^ cells derive from a mouse model of HD, we also tested whether the MoA was relevant in human cells. In human neuronal SH-SY5Y cells, the fluorescent staining assay showed an increase in the number of autophagic vacuoles in the Group A compound-treated cells compared to control cells (Fig. S4). Similar results were obtained in HEK293 cells, which are also human but non-neuronal. In both cell types, the Group A compounds significantly increase the LC3-II to LC3-I ratio, while the Group B compounds do not significantly change the ratio (Fig. 6A–D). The addition of BafA further increased the ratio in all conditions, indicating an activation of autophagy by the Group A compounds in all three cell types.

**Figure 6:**
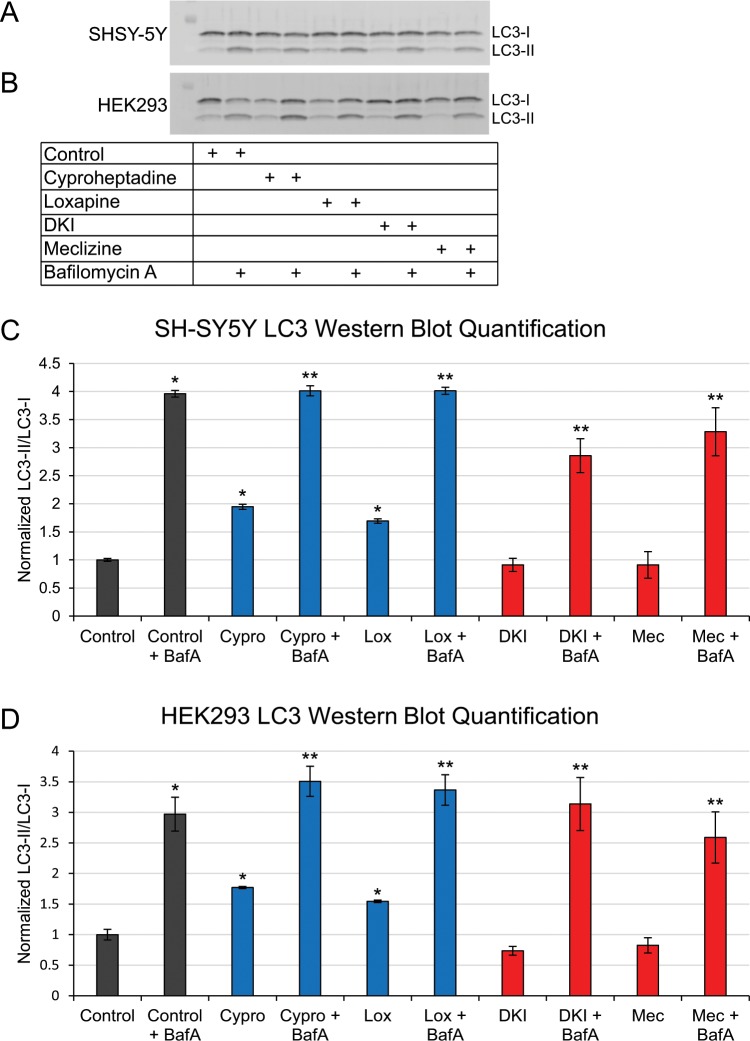
Autophagy is up-regulated by Group A compounds in human SH-SY5Y and HEK293 cells. (**A**) A representative western blot showing LC3-II and LC3-I levels to determine how the compounds affect autophagy in SH-SY5Y cells. The full-length western blot is presented in Fig. S5B. (**B**) A representative western blot showing LC3-II and LC3-I levels to determine how the compounds affect autophagy in HEK293 cells. The full-length western blot is presented in Fig. S5C. (**C**) Quantification of the LC3-II to LC3-I ratio normalized to the control in SH-SY5Y cells from the western blot. *p-value < 0.05 compared to Control; **p-value < 0.1 compared to condition-matched non-BafA treatment. (**D**) Quantification of LC3-II to LC3-I ratio normalized to the control in HEK293 cells from the western blot. Data are represented as mean ± SD. *p-value < 0.05 compared to Control; **p-value < 0.1 compared to condition-matched non-BafA treatment. See also Fig. S4.

### Bioenergetics are altered differently by each group of compounds

The network analysis of Group B compounds suggested an MoA relating to bioenergetics, which are also known to be affected in HD^26^. To test this, we used the Seahorse Real-Time ATP Production assay to measure the rates of mitochondrial respiration and glycolysis in STHdh^Q111^ control and compound-treated cells. We found that both Group B compounds indeed inhibited mitochondrial respiration and enhanced glycolysis compared to the control cells, but the total ATP production levels were unchanged (Fig. 7A–C). Interestingly, we also found significantly enhanced mitochondrial respiration and slightly enhanced glycolysis ATP production rates by the Group A compounds. The net ATP production was increased by the Group A compounds compared to the STHdh^Q111^ control cells. The two groups of compounds show seemingly opposite effects, where the Group A compounds primarily rescue the mitochondrial respiration deficit and the Group B compounds rescue the glycolysis deficit present in the STHdh^Q111^ cells compared to the STHdh^Q7^ cells.

**Figure 7:**
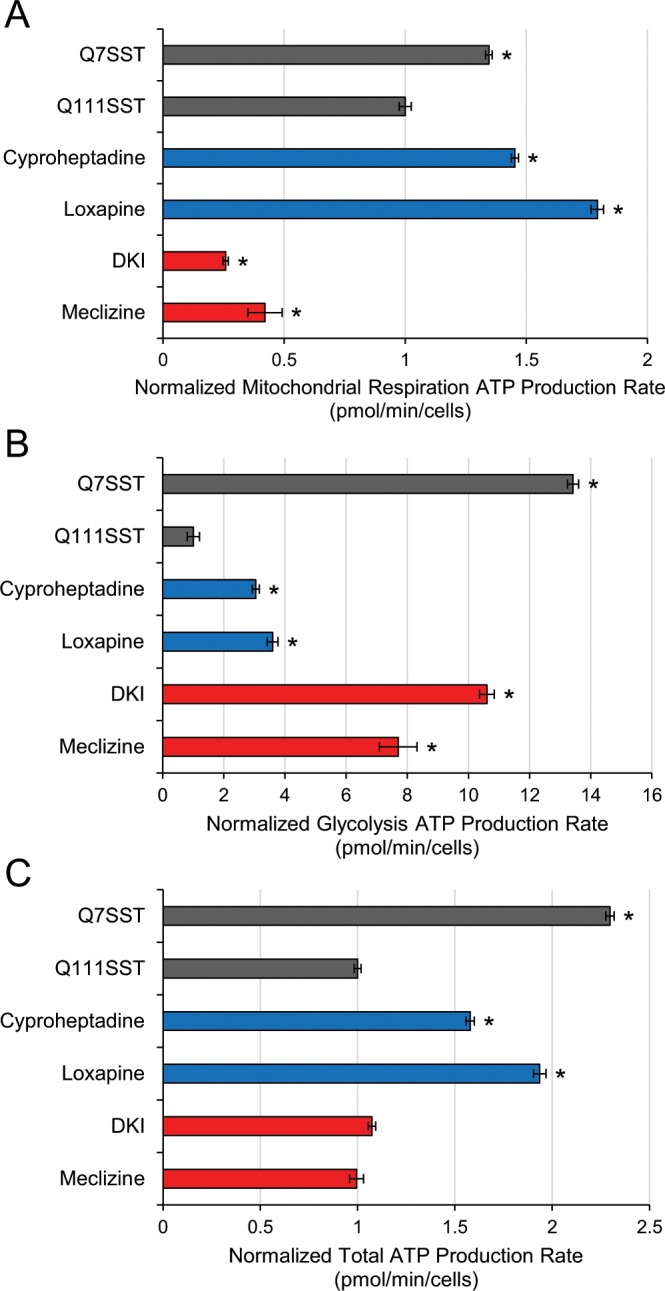
Bioenergetics are altered differently by Group A and Group B compounds in STHdh^Q111^ cells. (**A**) Quantification of the mitochondrial respiration ATP production rate normalized to the STHdh^Q111^ control. (**B**) Quantification of the glycolysis ATP production rate normalized to the STHdh^Q111^ control. (**C**) Quantification of the total ATP production rate normalized to the STHdh^Q111^ control. Data are represented as mean ± SEM. *p-value < 0.05.

## Discussion

The molecular effects of drug candidates are complex and can be difficult to interpret. Cataloguing efforts, such as those by the Connectivity Map, LINCS and Genomics of Drug Sensitivity in Cancer consortia, have made it possible to rapidly compare small molecules using expression or bioactivity data^1–3,9,27–29^. In cases where a compound of interest shows similarities to one with known MoAs, this process can lead to functional insights. However, these compendia themselves contain thousands of compounds that do not match up to any reference.

Our findings demonstrate the value of an approach that combines multi-omics with an interpretable machine learning method to determine previously unknown MoAs, even in the absence of a comparable reference. We identified and experimentally validated Huntington’s Disease-relevant MoAs for two classes of compounds. Although the 30 compounds tested in this study were previously shown to reverse an HD phenotype, their disease-relevant MoAs were unknown. Analyzing the 14 protective compounds, we found unexpected similarities in their molecular effects. These clusters of compounds would not have been predicted solely based on the compounds’ phenotypic viability readouts, structural similarities, connectivity scores, or known binding targets (Figs. 2A, S2, S3).

Using the network results to guide experiments, we confirmed that autophagy is activated by Group A compounds and that mitochondrial respiration is inhibited by Group B compounds in the STHdh^Q111^ cells (Figs. 5A–C and 7A–C). The specific effects on autophagy, mitochondrial respiration, and glycolysis by the Group A compounds were previously unknown. We verified that the Group A compounds activate autophagy in other cell lines, namely human SH-SY5Y and HEK293 cells (Figs. 6A–D, S2A,B). We note that in the autophagy results, the LC3-II/LC3-I ratio with BafA alone is higher than that of the combination of loxapine and BafA (Fig. 5B,C). This observation suggests that there are interactions between the two compounds. There are many possible explanations for the nature of this interaction that will require further investigation. We speculate that loxapine could be making BafA less effective by overwhelming the block of autophagosome degradation through the activation of autophagy. It has been reported that the Group B compound meclizine is an inhibitor of mitochondrial respiration and activator of glycolysis, which we confirmed^30,31^. The other Group B compound, DKI, has not previously been associated with changes in bioenergetics, but has the same effect as meclizine in the STHdh^Q111^ cells. Though our multi-omics machine learning approach can identify a compound’s MoAs, it does not pinpoint the precise changes in the pathways required to produce the compound’s effect. Future experimental efforts to modulate specific parts of the autophagy and bioenergetic pathways could lead to an increased understanding of the compounds’ effects. The effects on these pathways could even be related as these pathways are not distinct biological processes. For example, mitochondrial respiration will be affected by mitophagy, a form of autophagy. The omics data we collected in this study are available and can be used to guide drug repurposing efforts (Materials and Methods). For example, we hypothesize that the Group A compounds could be strong drug candidates for diseases where autophagy is deficient, like in neurodegenerative diseases.

It is important to note that the disease-relevant MoA might be distinct from that previously reported in the literature. Cyproheptadine and meclizine are both antihistamines known to antagonize the histamine H1 receptor^29^. Based on their reported MoAs and their effectiveness in HD models, these two antihistamines might have been expected to have similar therapeutic mechanisms. However, the two compounds have dissimilar omics profiles and fall in different clusters (Fig. 3A). Indeed, our machine learning approach predicted that they would have different effects on autophagy and bioenergetics, which we confirmed experimentally. On the other hand, our approach suggested, and we experimentally confirmed, a common disease-relevant MoA for DKI and meclizine, whose reported targets (diacylglycerol kinase and histamine H1 receptor, respectively) are unrelated. Thus, the phenotypic effects of a compound can be unpredictable even when a direct target is known.

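In the RNA data, the log2 fold changes of cyproheptadine and meclizine against the shared STHdh Q111 vehicle control had a Pearson's r of 0.703 and a Spearman's rho of 0.674 across the genes tested, which are not independent replicates. A shared control raises r. With different vehicle samples for each compound, r was 0.538 to 0.636 over the 6 ways to divide the control. Compared directly, 2527 genes differed between the compounds, and 1205 without replicate 3 of meclizine. The histamine H1 receptor gene Hrh1 (ENSMUSG00000053004, chromosome 6, 114397936 to 114483296) had values of 1.04 to 1.27 over all samples, near the minimum for testing. Its log2 fold change was -0.04 in Group A (adjusted p = 0.34, limma) and -0.01 in Group B (adjusted p = 0.8, limma).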

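Across genes, the RNA responses to DKI and meclizine had a Pearson's r of 0.892 and a Spearman's rho of 0.86. With different vehicle samples for each compound, r was 0.73 to 0.844 over the 6 ways to divide the control. With the shared control and each replicate number left out in turn, r stayed between 0.86 and 0.88.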

Our work also highlights the importance of using complementary omics assays. Groups A and B affected a similar number of genes and are nearly indistinguishable in their RNA profiles (Fig. 2A). 

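Of the genes called for either group, 2861 were called for both, 1538 for Group A only and 2636 for Group B only. Of those called for both, 94.7% changed in the same direction, 151 changed in opposite directions, and 1248 also differed between the groups. Both groups were compared with the same vehicle samples, which adds to the overlap. Across all genes tested, the log2 fold changes of the groups had a Pearson's r of 0.656, and of 0.506 to 0.568 over the 6 ways to use different vehicle samples for each group.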

For these compounds, metabolite profiling data proved more useful than the gene expression data in revealing their different effects. These distinct groups are reproduced in the proteomic data and ultimately reflect the functional differences in biological processes, such as in the autophagy and bioenergetics pathways. Metabolomic assays are less expensive than proteomic assays, but unlike the transcriptomic data, they still provide the resolution needed to suggest differences between the two groups of compounds. However, other compounds showed little to no effect on metabolites, but did robustly alter gene expression. It is also noteworthy that though the clusters of compounds were the same, the Group A compounds affected more proteins and phosphosites than the Group B compounds, whereas the Group B compounds affected more lipids and polar metabolites than the Group A compounds (Fig. S1). Thus, there may be no single omic method that will provide sufficient data for all compounds.

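Sodium butyrate, trichostatin A and nicotinamide are among the compounds with few metabolite changes in Fig. 2B. Sodium butyrate changed 5023 genes, 2632 with higher and 2391 with lower values. At a minimum mean of 10 in place of 1, 954 were called, and 38.5% of them had higher values. Trichostatin A changed 1755 genes (859 higher and 896 lower), and 744 without its replicate 1. Nicotinamide changed 1396 genes (378 higher and 1018 lower), and 268 without replicate 1 of the STHdh Q111 vehicle control. In cells treated with sodium butyrate, the long noncoding RNA gene Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672), overlapped by Gm27694 and Gm37376, was at 14.17 ± 0.29 (SD, n = 3), against 13.14 ± 0.13 (SD, n = 3) in the vehicle control. Its log2 fold change was 1.03 (standard error 0.14, adjusted p = 4.9e-07, limma). The chemokine gene Cxcl12 (ENSMUSG00000061353) rose by 1.02 (standard error 0.14, adjusted p = 2.9e-07, limma). Utp20 (ENSMUSG00000004356) had a log2 fold change of -0.80 (standard error 0.068, adjusted p = 1.9e-11, limma) and Ccng1 (ENSMUSG00000020326) one of -0.78 (standard error 0.094, adjusted p = 4.5e-08, limma). For Malat1, Cxcl12, Utp20 and Ccng1, 3 of 3 samples changed in the same direction, as the rule for naming them required.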

An interpretable machine learning approach was essential for identifying the cellular processes underlying the omics effects. The physical interaction networks allowed us to identify and prioritize the autophagy and mitochondrial respiration pathways as processes affected by the Group A and Group B compounds, respectively (Fig. 4A,B). These pathways were not top hits in the gene, metabolite, or protein enrichments for either group of compounds (Tables S2–S6). 

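In the paper's Table S2, the term regulation of autophagy ranks 288 of 882 for Group A, and in Table S5 it ranks 290 of 911 for Group B. In both tables, 0 terms name respiration, electron transport or oxidative phosphorylation. From the RNA-Seq values, the 18 autophagy genes in the marked region of Fig. 4A had a mean log2 fold change of 0.0293 in Group A (camera, adjusted p = 0.805) and 0.0907 in Group B (adjusted p = 0.333). With fry, the list passed in Group B (adjusted p = 0.00121, with a range of 0.00121 to 0.573 over alternatives) and between the groups (adjusted p = 0.00143, with a range of 0.00143 to 0.644). The mean of the 12 electron transport genes in Fig. 4B was -0.0086 in Group A (adjusted p = 0.874) and 0.00137 in Group B (adjusted p = 0.922). The mean of the 33 identifiers tested for complex I, which carry 32 symbols, was 0.00768 in Group A (adjusted p = 0.874) and 0.0554 in Group B (adjusted p = 0.333). The paper built these networks partly from the same samples, so tests of the Fig. 4 lists are not independent evidence. Of the autophagy genes, 3 were called in Group A and 4 in Group B, the same numbers when adjusted over the list alone. Sqstm1 (ENSMUSG00000015837), overlapped on the other strand by Mrnip, rose by 0.29 in Group A (standard error 0.075, adjusted p = 0.0026, limma) and by 1.04 in Group B (standard error 0.08, adjusted p = 3.6e-13, limma). Gabarapl1 (ENSMUSG00000030161), overlapped by Gm44243 and 1700101I11Rik, rose by 0.23 in Group A (adjusted p = 0.0013, limma) and by 0.51 in Group B (adjusted p = 4.2e-09, limma). The third called in Group A, Fam134b (ENSMUSG00000022270), rose by 0.40 (adjusted p = 2.1e-07, limma), and the others in Group B were Tbc1d5, higher by 0.20 (adjusted p = 0.011, limma), and Gopc, with a log2 fold change of -0.18 (adjusted p = 0.0051, limma). Among the electron transport genes called were Ndufs1 (ENSMUSG00000025968), with a log2 fold change of -0.18 in Group A (adjusted p = 0.00062, limma), Coq9 in Group A, and Cdk1 and Ndufa12 in Group B. Among the complex I genes called were also Ndufb6 and Ndufb11 in Group A and Ndufa1 and Ndufs6 in Group B, which are named after their values were seen. Of the complex I list, 4 were called in each group over all genes tested. When adjusted over the list alone, 1 was called in Group A and 3 in Group B. For the electron transport list, 3 were called in each group, and 2 in Group A and 3 in Group B over the list alone. Between the groups, the mean differences of the autophagy, electron transport and complex I lists were -0.0614, -0.00997 and -0.0477 (camera, adjusted p = 0.392, 0.874 and 0.326). As tested, the last 2 lists hold no gene of the mitochondrial genome, such as ND3. A list of 13 mitochondrial genes was added after the data were seen. Its mean was 13.16 to 13.43 in Group A samples and 12.58 to 13.08 in Group B samples. In the STHdhQ111 vehicle control it was 13.02 to 13.11. No test of this list was run. The mean of the autophagy list covers genes that went both ways. Of its 18 genes, 12 were called between the groups, 5 with higher and 7 with lower values in Group A, and 12 when adjusted over the list alone. Among them, Sqstm1 differed by -0.75 (standard error 0.059, adjusted p = 6.7e-13, limma) and Fam134b by 0.28 (standard error 0.042, adjusted p = 1e-06, limma).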

In each data type alone, there are hundreds to thousands of changes and no direct mechanistic insight, but physical interaction models enable identification of compounds’ MoAs.

The multi-omics machine learning method we describe can be broadly applied to any disease and virtually any type of data. Because the machine learning leverages a molecular interaction network containing metabolites, proteins, transcriptional regulators and genes, it was equally effective in revealing MoAs for drugs that target metabolic processes and those that affect autophagy. Inference based on individual metabolites would need further validation of metabolite identities, but our method draws an inference from integration of the putative metabolite matches and the other omics data. As in PIUMet, we rely on the inferred pathway instead of any specific assignment of an individual metabolite^21^. Our approach compensates for the inherent uncertainty in the data by inferring pathways from the integration of many data points. The network approach can easily be extended to incorporate other molecular data, including genetics, as we have shown previously^22,32–36^.

Methods that seek to match an unknown compound with those in a library of molecular signatures are always limited by the scope of the training data. In many cases, these data are heavily biased toward studies of experimentally convenient systems, often focusing on gene expression and cancer cell lines. By contrast, our approach focuses on data from the compounds of interest in their disease context and can thus be applied to less commonly studied diseases and cell types. Wider adoption of multi-omics data collection and interpretable predictive models hold great potential for accelerating drug development.

## Methods

### STHdh cell lines

Conditionally immortalized wild-type STHdh^Q7^ (female, Coriell CH00097, RRID: CVCL_M590) and mutant huntingtin homozygous knock-in STHdh^Q111^ (female, Coriell CH00095, RRID: CVCL_M591) murine striatal progenitor cell lines were purchased from Coriell. 

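The RNA-Seq values of sex-linked genes were examined in all 48 samples of both lines. Xist (ENSMUSG00000086503), which is transcribed from an inactive X chromosome, had log2 values of 11.14 to 12.20, with a median of 11.60. The Y-linked genes Ddx3y (ENSMUSG00000069045) and Eif2s3y (ENSMUSG00000069049) stayed between -2.03 and -2.01 and between -2.29 and -2.28, near the lowest value of the table. The Y-linked genes Kdm5d (ENSMUSG00000056673) and Uty (ENSMUSG00000068457) had values of 3.40 to 3.99 and of 2.64 to 4.68. In the transcripts of Kdm5d, 2.49% of the stretches of 50 bases, the read length, also occur in transcripts of other genes, against 0.0384% for Ddx3y and 0% for Eif2s3y.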

Cells were maintained at 33 °C with 5% CO_2_ and cultured in Dulbecco’s modified Eagle’s medium (DMEM, Corning 10-013) supplemented with 10% fetal bovine serum (FBS, Gemini Bio-Products 100–106), and 1% penicillin/streptomycin (Gemini Bio-Products 400–109).

### SH-SY5Y cell line

Human neuroblastoma SH-SY5Y (ATCC® CRL-2266™, female, RRID: CVCL_0019) cells were purchased from ATCC. Cells were maintained at 37 °C with 5% CO_2_ and cultured in a 1:1 mixture of ATCC-formulated Eagle’s Minimum Essential Medium (ATCC 30–2003) and F12 medium (ThermoFisher Scientific 11765-054) supplemented with 10% fetal bovine serum (Gemini Bio-Products 100–106).

### HEK293T/17 cell line

Human embryonic kidney HEK293T/17 (ATCC® CRL-11268™, female, RRID: CVCL_1926, referred to as HEK293 in text) cells were purchased from ATCC. Cells were maintained at 37 °C with 5% CO_2_ and cultured in Dulbecco’s modified Eagle’s medium (DMEM, Corning 10–013) supplemented with 10% fetal bovine serum (FBS, Gemini Bio-Products 100–106), 1% penicillin/streptomycin (Gemini Bio-Products 400–109), and L-glutamine (Sigma-Aldrich G7513).

### Compound treatment

STHdh cells were incubated in serum-free medium with a compound or vehicle control (DMSO, Sigma-Aldrich 67-68-5) for 24 hours. We chose a treatment time of 24 hours because of the time required to produce a significant cell death phenotype in the STHdh^Q111^ cells. SH-SY5Y and HEK293 cells were incubated in their respective complete medium with a compound or vehicle control (DMSO, Sigma-Aldrich 67-68-5) for 24 hours. The compounds were dissolved in DMSO or water before being added to each medium. For some of the autophagy western blot samples, we also treated the cells for 2 hours with 100 nM bafilomycin A1 (Sigma-Aldrich B1793).

### Viability assay

Cell viability was measured using high-content imaging. STHdh^Q111^ cells were seeded at 6,000 cells/well in black 96-well microplates. After 24 hours, the cells were treated with a compound or vehicle. After another 24 hours, 1 ug/mL calcein-AM (ThermoFisher Scientific C3099), 2 ug/mL propidium iodide (PI, ThermoFisher Scientific P3566), and 1.5 ug/mL Hoechst 33442 (ThermoFisher Scientific H3570) were added to detect and quantify live, dead, and total cells, respectively. After a 20-minute incubation, the Cellomics Arrayscan Platform (ThermoFisher Scientific) was used for image acquisition and quantitative analysis. ImageJ was used to create composite images^37^. STHdh^Q7^ cells with vehicle were also tested using the same procedure, but with a seeding density of 4,500 cells/well to account for the differences in growth rate between the cell lines. From the fluorescent images of labeled cells, cell death was quantified as the ratio of PI-positive cells to Hoechst-positive cells using CellProfiler^38^. Three independent 96-well plates with ten replicate wells each were conducted for each compound and multiple concentrations spanning at least three orders of magnitude were tested. The concentration at which there is minimal cell death is reported for each compound (Table S1). For each experiment, a Student’s t-test was applied, and Fisher’s method was used to combine the independent experiments and determine significance with a p-value threshold of 0.001. A protective compound in the STHdh^Q111^ model is defined as one that significantly decreased the amount of cell death compared to STHdh^Q111^ vehicle control.

### RNA-Seq

RNA was extracted from compound- or vehicle-treated cells in triplicate using Zymo Research Quick-RNA™ MiniPrep (Plus) kit (Zymo Research R1058) and RIN values were tested using Advanced Analytical. All samples had RIN values greater than 0.85. Libraries were prepared using NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (New England Biolabs E7420L) and NEBNext® Poly(A) mRNA Magnetic Isolation Module kit (New England Biolabs E7490L). Libraries were multiplexed and sequenced on an Illumina Hi-Seq. 2000 for single-end 50 bp reads. Adapter sequences were trimmed from sequencing reads using Trimmomatic-0.36^39^. Reads were aligned to the GRCm38.p5 transcriptome (https://www.gencodegenes.org/mouse/release_M12.html) and quantified using RSEM^40^. DESeq. 2 with batch effect modeling by collection day was used to find differentially expressed genes for each compound treatment compared to STHdh^Q111^ vehicle control^41^. The differentially expressed genes were filtered using a Benjamini-Hochberg corrected p-value threshold of 0.05.

### Untargeted metabolomics

STHdh^Q111^ cells were grown on 10 cm dishes in triplicate at a seeding density of 1.06 million cells/well. Compound- or vehicle-treated cells were washed with cold 0.9% NaCl. To each 10 cm dish of cells, 660 uL LC/MS-grade methanol containing internal standards and 330 uL LC/MS-grade water were added. Cells were scraped and transferred to Eppendorf tubes, where 450 uL chloroform was added. Samples were vortexed at maximum speed (20,817 rcf) for 10 minutes at 4 °C. Each layer was collected separately, avoiding the precipitate at the interface of the two layers, and dried by speedvac. Lipid and polar metabolite profiling were performed by members of the Whitehead Institute Metabolite Profiling Core Facility. Metabolite quantification in positive and negative ionization mode was log2 normalized and analyzed using limma with batch effect modeling by collection day, and differentially expressed metabolites were filtered using a Benjamini-Hochberg corrected p-value threshold of 0.05^42^. Untargeted metabolite m/z peaks were matched to known metabolites using PIUMet, with a metabolite database compiled using HMDBv4.0 and Recon3D^21,43,44^.

### H3K4me3 ChIP-seq

Compound- or vehicle-treated cells were crosslinked with 1% formaldehyde for 8 minutes and quenched with glycine for 5 minutes, lysed in 2X lysis buffer (50 mM Tris-HCl pH8, 150 mM NaCl, 1% Triton X-100, 0.1% Na Deoxycholate, 5 mM CaCl2 and protease inhibitors) for 20 minutes on ice, and digested with 100 u MNase (New England Biolabs M0247) for 10 minutes at 37 °C. The MNase digestion was terminated by addition of 10 mM EDTA. Chromatin was incubated with the anti-H3K4me3 antibody (Millipore 07–473, RRID: AB_1977252) overnight at 4 °C, followed by incubation with Protein G beads (Invitrogen 10004D) for 2 hours at 4 °C. The beads were washed with PBS (6×) and samples were eluted in EB (10 mM Tris-HCl pH8, 5 mM EDTA, 300 mM NaCl, 0.1% SDS) supplemented with Proteinase K (New England Biolabs P8107S). SPRI beads were used for clean-up and yield was measured using Qubit Fluorimeter. Libraries were prepared using NEBNExt® Ultra™ II DNA Library Prep Kit for Illumina (New England Biolabs E7645S). Libraries were sequenced on an Illumina Hi-Seq. 2000 for single-end 50 bp reads.

### Proteomics

Proteomics were performed by members of the Thermo Fisher Scientific Center for Multiplexed Proteomics at Harvard Medical School. Proteomic data was collected from cells treated with Group A compounds, Group B compounds, or vehicle controls in triplicate. Please see Weekes *et al*., McAlister *et al*., and below for detailed descriptions of the assay^45,46^. In brief, sample processing steps included cell lysis, tandem protein digestion using LysC and trypsin, peptide labeling with Tandem Mass Tag 6-plex reagents, IMAC enrichment of phosphopeptides, and peptide fractionation. Multiplexed quantitative mass spectrometry data were collected on an Orbitrap Fusion or Lumos mass spectrometer operating in an MS3 mode using synchronous precursor selection for the MS2 to MS3 fragmentation. Using the SEQUEST algorithm, MS/MS data were searched against a Uniprot mouse database with both the forward and reverse sequences. Additional data processing steps included controlling peptide and protein level false discovery rates, assembling proteins from peptides, and protein quantification from peptides. Phosphosite quantification was normalized to protein quantification, and both protein and phosphosite data were then log2 normalized and analyzed using limma^42^. Differentially expressed proteins and phosphosites were filtered using a Benjamini-Hochberg corrected p-value threshold of 0.05.

### Network analysis

Differential proteins, phosphosites, m/z lipid and polar metabolite peaks, and predicted transcription factors for each compound treatment compared to vehicle control were mapped onto the interactome, comprised of physical interactions between proteins (iRefIndex v14), proteins and metabolites (HMDBv4.0, Recon3D), phosphosites and kinases (PhosphositePlus), m/z peaks and matched metabolites (PIUMet), and phosphosites and proteins^21,43,44,47,48^. The Prize-Collecting Steiner Forest (PCSF) algorithm was applied using Omics Integrator 2 to find the set of highly relevant pathways associated with each compound treatment^22^. PCSF was run 100 times with random noise on the edges for robustness measurements and random input sets for specificity measurements. The optimal network solution was filtered by those nodes with at least 40% robustness and specificity.

### Autophagic vacuole fluorescence staining

Compound-treated and untreated STHdh^Q111^ and STHdh^Q7^ cells were seeded at 6,000 cells/well in black 96-well microplates. After 24 hours, compounds or vehicle controls were added. After a further 24 hours, the Autophagy Detection Kit (Abcam ab139484) was used to measure autophagic vacuoles in living cells, according to the manufacturer’s instructions. Hoechst 33442 (ThermoFisher Scientific H3570) was used to stain the nuclei of cells. Cells with activated autophagy had bright green fluorescent signal. ImageJ was used to create composite images^37^. Assay conditions for the SH-SY5Y and HEK293 cells were similar, but with initial seeding concentrations of 25,000 and 5,000 cells/well, respectively.

### Western blots

To quantify LC3 protein expression, adherent cells were scraped in 200 μl ice-cold RIPA buffer (50 mM Tris‐HCl pH 8.0, 150 mM NaCl, 1% Triton X-100, 0.5% Sodium Deoxycholate, 0.1% SDS supplemented with freshly made protease inhibitors (cOmplete™, EDTA-free Protease Inhibitor Cocktail, Sigma-Aldrich 11873580001)). Samples were incubated with agitation for 30 min at 4 °C and centrifuged at 12,000 × g for 20 min at 4 °C. The supernatant, containing the protein extracts, was collected. Protein concentration was measured with the Bradford Assay. Protein lysates were separated using SDS/PAGE electrophoresis and transferred to a PVDF membrane. The membranes were rinsed and blocked for 1 hour at room temperature and incubated overnight with primary antibodies in blocking solution with 0.1% Tween-20. The following primary antibodies were used: anti-LC3B (Sigma-Aldrich L7543, dilution 1:500, RRID: AB_796155); anti-actin (Abcam 1801, dilution 1:1000). The membranes were washed and incubated at room temperature for 1 hour with a secondary antibody in a 1:1 PBS, blocking buffer solution with 0.1% Tween-20. The following secondary antibody was used: 800CW Donkey anti-Rabbit IgG (Li-Cor Biosciences 925–32213, dilution 1:10000, RRID: AB_2715510). The membranes were rinsed and scanned using the Odyssey infrared imaging system (Li-Cor Biosciences). Protein expression was measured using integrated intensity readings in regions around protein bands.

The LC3-II/LC3-I ratio was calculated for each sample, with and without the addition of bafilomycin A1 (BafA). For each compound condition without BafA, a Student’s t-test was applied to the three replicates of the compound-treated samples compared to the vehicle control samples. Significance was determined with a p-value threshold of 0.05. For each compound condition with BafA, a Student’s t-test was applied to the three replicates of the BafA-treated samples compared to their respective condition’s BafA-untreated samples. Significance was determined with a p-value threshold of 0.1. The LC3-II/LC3-I ratios for samples in each cell line are normalized to their respective controls in the quantification, such that the control samples have a ratio of 1 (Figs. 5 and 6).

### ATP production rate assay

Compound-treated and untreated STHdh^Q111^ and STHdh^Q7^ cells were seeded at 6,000 cells/well in black 96-well microplates. After 24 hours, compounds or vehicle controls were added. After a further 24 hours, the Agilent Seahorse XF Real-Time ATP Rate Assay Kit (Agilent 103592–100) was used to simultaneously measure the rate of ATP production from mitochondrial respiration and glycolysis, according to manufacturer’s instructions. Briefly, assay medium was prepared by supplementing 100 mL of Seahorse XF DMEM Medium, pH 7.4 with 10 mM of XF glucose, 1 mM of XF pyruvate, and 2 mM of XF glutamine. On the day of the assay, the plated cell medium was replaced by assay medium. The sensor cartridge was hydrated the day prior to the assay and kept overnight at 37 °C in a non-CO2 incubator. On the day of the assay, the sensor cartridge was loaded with a final well concentration of 1.5 uM oligomycin and 0.5 uM rotenone/antimycin A. Extracellular acidification rates (ECAR) and real-time oxygen consumption rates (OCR) were measured with the Agilent Seahorse XFe96 analyzer at 33 °C. The oligomycin was injected to inhibit mitochondrial ATP synthesis, which resulted in a decrease in OCR, allowing the mitochondrial respiration ATP rate to be calculated. ECAR data was used to calculate the total proton efflux rate. The injection of rotenone/antimycin A completely inhibited mitochondrial respiration, which allowed for an estimation of mitochondrial-associated acidification. Combined with the proton efflux rate, these measurements were used to calculate the glycolysis ATP production rate. The total ATP production rate was calculated from the sum of the rates of ATP production from mitochondrial respiration and glycolysis. Assay conditions for the SH-SY5Y and HEK293 cells were similar, but with a temperature of 37 °C and initial seeding concentrations of 25,000 and 5,000 cells/well, respectively. For each compound condition, a Student’s t-test was applied to the data for the replicates (at least 6 per treatment) of the compound-treated samples compared to the vehicle control samples.

## Supplementary information

Supplemental Information.

Table S2.

Table S3.

Table S5.

Table S6.

Table S7.

Table S8.

## Data Availability

The datasets produced in this study are available in the following databases: • RNA-Seq data: Gene Expression Omnibus GSE129144 • ChIP-Seq data: Gene Expression Omnibus GSE129144 • Mass spectrometry untargeted metabolomic data: Metabolomics Workbench ST001186 • Mass spectrometry proteomic data: MassIVE MSV000084607

How the deposited data were processed for this re-analysis (not part of the article)

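RNA-Seq was analysed in 48 samples of murine striatal progenitor cells, 3 samples in each of 16 conditions. The conditions were STHdh Q111 cells with each of 14 protective compounds or vehicle and STHdh Q7 cells with vehicle, all for 24 hours in serum-free medium. Conditions, doses, collection days and collection times were taken from the sample labels. Metabolite, protein, phosphosite and ChIP-Seq data, the cell viability assays and the network models were not analysed here.

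The authors trimmed the reads with Trimmomatic, aligned them to the GRCm38 transcriptome and quantified them with RSEM. The file deposited by the authors holds one normalized abundance per gene and sample. Its values have no unit in the file and were read as log2 values, since they reach below 0 and up to 18.62, and 2 to the power of the values sums to nearly the same total in each sample. The transformation is not named in the paper's text. The values behave as a regularized logarithm, in which genes with low values hardly vary. No read counts could be recovered from them, so the depth per sample is unknown, no counting error is given, and count models were not used. The paper's differential expression was computed by its authors with DESeq2 and a model of the collection day, which needs counts and could not be repeated.

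Because the values are on a log scale already, no pseudocount was added, as had been set for this case. Before the data were examined, the comparisons, the tests, the rule for naming genes, the gene lists and most alternatives were fixed. The minimum mean of 1 was set in the unit of the table. On its log2 scale it is 2 on the linear scale, and the stricter minimum of 10 is 1024. Genes were tested if they carry a symbol and reach the minimum, which left 13409 of 18178. With limma 3.58.1 in R 4.3.3, a linear model with 16 conditions and the collection day was fitted per gene, with 30 residual degrees of freedom and moderated variances with a trend on abundance. P-values were two-sided and were adjusted by the Benjamini-Hochberg method within each comparison, and genes under 0.05 were called. Each compound and the STHdh Q7 vehicle control were compared with the STHdh Q111 vehicle control, as were the means of Group A (cyproheptadine, loxapine and pizotifen) and Group B (DKI and meclizine). Groups A and B, and all pairs of their compounds, were also compared directly. The errors of group comparisons come from the spread between replicates and leave out that between the compounds of a group.

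The replicate number matches the collection day in the labels apart from replicate 1 of cyproheptadine and of DKI, and the collection day was used as the block. After the condition means were removed, samples of the same collection day had a mean correlation across genes of -0.055, and samples of other days one of 0.0279. Of 120 pairs of conditions, 9 had a mean correlation over 0.1 between samples with the same number.

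Named genes are huntingtin, LC3, the histamine H1 receptor, sex-linked genes and the genes in the marked regions of Fig. 4. They also include, for 5 comparisons, the 2 genes with the largest rise and the 2 with the largest fall among called genes with a mean of at least 10 and the same direction in every replicate. Positions come from GENCODE annotation of GRCm38. Gene lists were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation as checks. The 8 lists were the autophagy, electron transport and amino acid genes of Fig. 4, and complex I, glycolysis, sterol biosynthesis, lysosomal genes and targets of ATF4. A certain gene of these lists, unlike others that are named, is not reported by itself here, and it is part of the means and tests of the lists. In the complex I list, 33 identifiers with 32 symbols were tested. Distances between conditions are Euclidean, over condition means with the collection day removed. Correlations between responses that share the vehicle control were also computed with different vehicle samples for each, a replicate for one response and the others for the other, in 6 ways. Simulated unchanged samples were made by rotating the residuals of the fit, and a range given for them is that of 95% of 500 simulations. They assume that no compound has an effect, so no conclusion is drawn from them for correlations between responses that share the control. For such a correlation, the middle of their range serves only to label its direction among the alternatives. The slot labels were permuted 100000 times. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

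The procedure was tested on simulated data. Of 200 genes changed in a simulated compound, 193 were called, and 3.98% of the calls were among unchanged genes. An unchanged compound gave 0 calls. A planted gene list was called by camera, by fry and with an estimated correlation, and unchanged lists were not.

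Alternatives were other filters on low values, no collection day term, the replicate number as a block, the collection time as a further term, only the compared samples in the fit, rescaling by the median of ratios, other distances and gene sets, other ways to form a group, other tests of lists, and leaving out each replicate. All genes with or without a symbol, and a minimum mean of log2 of 10, were added after seeing the data, as were the correlations with different vehicle samples, the choice of terms from the paper's enrichment tables and the comparisons of compounds that share collection slots.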

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

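The tests of collection slots for the amino acid, ATF4 and glycolysis lists, of labelled dose, of scaling, of chance in single samples and of a Y chromosome were chosen after the results were seen.

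The sterol biosynthesis list differed between Group A and Group B by a mean of 0.916 on the log2 scale (camera, adjusted p = 1.01e-32, with a range of 6.05e-33 to 0.0112 over alternatives, the highest with an estimated correlation). Of its 20 genes, 20 were called, and 20 when adjusted over the list alone, and 9 of 9 Group A samples lay above the Group B mean. The values argue against shared collection slots as the whole cause, since the difference was 1.21 between cyproheptadine and DKI and 0.621 between pizotifen and meclizine, and each of these pairs shares all its slots (standard error 0.074). Scaling of the samples is argued against as well, since a factor per sample moves all genes alike, and the ATF4 list differed between the same samples in the opposite direction, by -0.554 (standard error 0.06). GC content and gene length were not tested. In Group B, the list fell in DKI (-0.603) and not beyond its spread in meclizine (-0.041, SD 0.22). A difference between the groups in the regulation of sterol synthesis may underlie the pattern, as a hypothesis found and tested on the same values. The labelled dose is argued against as the whole cause, since cyproheptadine and DKI, with their difference of 1.21, were both given at 10 µM. The effect of the compounds on viability stays open and was not tested.

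Within Group A, replicate 2 of pizotifen lay below the other 8 samples in the mean of the sterol list, at 11.09 on the log2 scale. Its gap to the nearest sample was 0.632 of the range of the 9 samples. Of 16 groups tested for such a sample, 1 was found, and simulated normal values in groups of these sizes gave 0.81 on average. All 9 samples were above the vehicle samples, the highest of which was at 10.69. No technical or biological explanation was tested.

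The amino acid genes of Fig. 4B differed between Group A and Group B by -0.496 (camera, adjusted p = 2.21e-06, with a range of 3e-12 to 0.0212 over alternatives), and the ATF4 list by -0.554 (adjusted p = 9.88e-23, with a range of 9.88e-23 to 0.0549 over all settings, the highest with an estimated correlation). All 9 Group A samples lay below the Group B mean in each list. Of their genes, 6 and 38 were called, and 7 and 38 when adjusted over the list alone. The lists share genes and are not independent. Shared collection slots are argued against as the whole cause, since in the pairs that share all slots the differences were -0.429 and -0.423 for the amino acid genes and -0.465 and -0.46 for the ATF4 list (standard errors 0.061 and 0.093). The first of each are those of cyproheptadine and DKI, both given at 10 µM, so the values -0.429 and -0.465 also argue against the labelled dose as the whole cause. A stronger stress response in Group B may be one reading. However, untreated STHdhQ7 cells with vehicle were also higher than the STHdhQ111 vehicle control. Their mean log2 fold change was 0.694 ± 0.123 (SD, n = 3) for the ATF4 list. It was 0.526 ± 0.0291 (SD, n = 3) for the amino acid genes. A higher list mean therefore does not by itself mark stress. The toxicity of the compounds stays open and was not tested.

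The glycolysis list differed by 0.213 (camera, adjusted p = 5.75e-05, with a range of 2.57e-06 to 0.18 over alternatives, the highest with an estimated correlation), higher in 9 of 9 Group A samples than the Group B mean. Of its 18 genes tested, 15 were called, and 16 when adjusted over the list alone. In the pairs that share all slots, the difference was 0.395 between cyproheptadine and DKI and 0.0868 between pizotifen and meclizine (standard error 0.057). For the first pair, shared slots are argued against as the whole cause. The second is within 2 standard errors of 0, so for the difference of the other Group A compounds from meclizine the slots stay open. The mean of the lysosomal list differed by -0.0318 (adjusted p = 0.392), and 13 of its 30 genes were called between the groups, 4 with higher and 9 with lower values in Group A.

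Genes without a symbol are not discussed in the paper. Of the 2205 that reach the minimum mean, 380 differed between the vehicle controls of STHdh Q7 and STHdh Q111 cells, 204 in Group A, 240 in Group B and 0 in haloperidol, with 148 at an unadjusted p under 0.05. Of 434 processed pseudogenes, 21% were called for STHdh Q7 cells, against 16.3% of 1771 others (Fisher's exact test, odds ratio 1.36, p = 0.023). Reads shared with parent genes may contribute. The pseudogenes also had higher values, with a median of 4.23 against 2.67, which alone makes calls easier and was not separated from this explanation. The difference between the cell lines stays among the open explanations.

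The paper does not analyse Y-linked genes. In cells stated to be female, Kdm5d had a median of 3.61 and Uty one of 3.08 over 48 samples. A Y chromosome in the cells is argued against by Ddx3y and Eif2s3y, whose highest value in any sample was -2.01. Reads shared with other genes may explain the values, since 2.49% of the stretches of Kdm5d and 2.12% of those of Uty also occur in other transcripts, against 0.0384% for Ddx3y. The values did not differ between the lines (exact permutation test, p = 1 for Kdm5d and 0.5 for Uty, where 3 samples against 3 allow 0.1 at the smallest).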

How the results depend on the processing

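Directions reversed for 39 results, none of them past its threshold in either direction. Of these, 35 are log2 changes of single genes near 0, with adjusted p-values of at least 0.23 as reported and of at least 0.37 when reversed. Each reversed with one replicate number left out, and their ranges over these fits were, in Group A, -0.08 to 0.02 for Map1lc3b, -0.09 to 0.11 for Xist, -0.08 to 0.04 for Kdm5d, -0.02 to 0.04 for Rab33b, -0.02 to 0.07 for Nbr1, -0.08 to 0.03 for Park7, -0.05 to 0.04 for Vamp8, -0.15 to 0.01 for Ndufv2, -0.10 to 0.01 for Ndufs7, -0.06 to 0.05 for Ndufs4, -0.05 to 0.10 for Ndufa7 and -0.08 to 0.05 for Ass1. In Group B they were -0.17 to 0.01 for Map1lc3a, -0.06 to 0.08 for Map1lc3b, -0.04 to 0.02 for Hrh1, -0.24 to 0.21 for Xist, -0.11 to 0.03 for Rab33b, -0.05 to 0.02 for Nbr1, -0.10 to 0 for Atp13a2, -0.02 to 0.08 for Coq9, -0.09 to 0.06 for Ndufv2, -0.04 to 0.06 for Ndufs7 and -0.02 to 0.24 for Ndufa7. Between the groups they were -0.06 to 0.01 for Htt, -0.10 to 0.15 for Xist, -0.05 to 0.08 for Kdm5d, -0.05 to 0.03 for Vps51, -0.01 to 0.08 for Atp13a2, -0.06 to 0 for Ndufv2 and -0.09 to 0.01 for Ndufa12, and in STHdh Q7 cells 0 to 0.03 for Hrh1, -0.06 to 0.06 for Kdm5d, -0.07 to 0.03 for Tmem59, -0.13 to 0.08 for Ndufs7 and -0.03 to 0.10 for Ndufs4. With no collection day term, Xist in Group B also changed sign at 0. At a minimum mean of 10, the complex I list in Group A went from higher to lower (camera, adjusted p = 0.536, with a range of 0.536 to 0.958 over alternatives) and the electron transport list between the groups from lower to higher (adjusted p = 0.604, with a range of 0.604 to 0.958). The r between selisistat and nicotinamide passed the middle of the range for simulated samples without any effect, with no collection day term (0.522) and with replicate numbers left out (0.39 to 0.664), as did that between sodium butyrate and trichostatin A with replicate numbers left out (0.472 to 0.663).

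The depth of the samples is unknown, so what it limits cannot be given. A pseudocount of 0.1 and the count models were not run, since the values are logarithms without counts. A stricter filter leaves fewer genes to test, while the count of fingolimod phosphate rose with it from 8 to 42. Leaving out a replicate leaves fewer samples. The causes of the changes were not tested.

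With a minimum mean of 10, 1991 genes were tested. The genes called were 1274 for STHdh Q7 cells, 885 for meclizine, 954 for sodium butyrate, 1030 for cyproheptadine, 676 for loxapine, 769 for DOP, 13 for selisistat, 424 for trichostatin A, 1238 for DKI, 523 for nicotinamide, 223 for nortriptyline, 42 for fingolimod phosphate, 637 for pizotifen and 414 for cysteamine. They were 963 for Group A, 1207 for Group B and 1149 between the groups, with medians of 222.5 for pairs within a group and 783.5 for pairs between groups. Among the called genes, the share with higher values went from 52.4% to 38.5% for sodium butyrate, from 52.3% to 45.4% for STHdh Q7 cells, from 69.6% to 15.4% for selisistat and from 48.1% to 59.6% between the groups, so which direction holds more genes depends on this filter. Without a filter, 5 genes were called for fingolimod phosphate and 1 for haloperidol. With a minimum mean of log2 of 10, chosen after seeing the data, 17 genes were called for selisistat, and with all genes with or without a symbol, also chosen then, 116.

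With only the compared groups in the fit, the counts were 3115 for cyproheptadine, 0 for selisistat, 1008 for trichostatin A, 3393 for DKI, 217 for nortriptyline, 592 for fingolimod phosphate, 1 for haloperidol and 1718 for cysteamine, and the median within a group was 150. The share with higher values went from 19.5% to 51.2% for nortriptyline. With the collection time added, 38 genes were called for selisistat and 5 for fingolimod phosphate. With no collection day term (no replicate block), the count of fingolimod phosphate was 67, and with the replicate number as a replicate block it stayed at 8. When a gene had to be called for each compound of a group, 1652 genes were called for Group A and 3219 for Group B.

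With 1 minus Pearson's correlation as the distance, the mean silhouette width was 0.513 for the compounds of Groups A and B, 0.515 for DOP and 0.39 for cysteamine. The rank of the Groups A and B compounds among sets stayed between 598 and 825 under other distances, gene sets and filters. Without these compounds, the difference in distance for pairs that share slots was -2.12 (permutation test, p = 0.22). With an estimated correlation, 7 of the 24 list tests passed in place of 13, and with fry the autophagy list passed in Group B (adjusted p = 0.00121, with a range of 0.00121 to 0.573 over alternatives).

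Across fits that each left out one replicate, the count ranged from 1715 to 2717 genes for loxapine, 1540 to 2756 for DOP, 0 to 1151 for selisistat, 744 to 1626 for trichostatin A, 268 to 2017 for nicotinamide, 76 to 784 for nortriptyline, 0 to 135 for fingolimod phosphate, 0 to 34 for haloperidol, 1376 to 2151 for pizotifen and 171 to 1561 for cysteamine. For loxapine, nicotinamide, nortriptyline, fingolimod phosphate, pizotifen and cysteamine, the lowest count came without replicate 1 of the vehicle control and the highest without its replicate 3. The lowest came without replicate 2 for DOP and selisistat and without replicate 1 for trichostatin A, and the highest without replicate 3 for selisistat and without replicate 1 for haloperidol. The ranges stayed within 1.5 times the count in Group A (2987 to 3903), Group B (4441 to 4897) and between the groups (4857 to 5463), and the rank of the Groups A and B compounds was 278 to 955.

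Among results for single lists and genes, 6 other list results were weaker and 1 stronger, 10 gene results were stronger with all replicates, and with one replicate left out 37 were weaker and 8 stronger. Between pairs of compounds, 21 counts moved with all replicates and 22 with one left out. Silhouette widths of other compounds moved in 16 cases.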

Differences from the paper's values

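Selisistat changed 69 genes, against the paper's about 200 in Fig. 2B, read by eye. Of 13 alternatives set before the data were examined, 1 had a count within 1.5 times the paper's, 293 without replicate 1 of selisistat, and the others did not.

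Fingolimod phosphate changed 8 genes, against the paper's about 150 in Fig. 2B, read by eye. Of 13 alternatives set before the data were examined, 1 came within 1.5 times the paper's count, 135 without replicate 3 of the STHdh Q111 vehicle control, and the others did not.

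The paper states that the compounds of Groups A and B form one group and are nearly indistinguishable in the RNA data. In the values, 5542 genes differed between the groups, and each pair between the groups had more differing genes (2177 to 4968) than each pair within a group (14 to 1405). Single samples move these counts across that gap, since 1087 genes differed between pizotifen and meclizine and 1205 between cyproheptadine and meclizine without replicate 3 of meclizine, and 1549 between meclizine and DKI without replicate 2 of DKI. The paper states that these compounds cluster tightly. Their mean distance ranked 599 from the smallest among all sets of 5 compounds (exact p = 0.299), although the compounds formed a cluster of their own in average linkage. Sets of compounds with small responses lie close together near the vehicle control. The rank therefore depends on the size of the responses and does not decide whether these compounds cluster tightly. The paper states that DOP and cysteamine can be separated from the vehicle control in the metabolite data and not in the RNA data. In the RNA values they changed 2697 and 1050 genes, with mean silhouette widths of 0.31 and 0.223. The count of cysteamine depends on a single vehicle sample. Both compounds share all collection slots with nicotinamide and none with the vehicle control, so the slots may contribute to these counts. The paper describes the omics profiles of cyproheptadine and meclizine as dissimilar, and does not say this of the RNA data alone. The RNA responses to these compounds had a Pearson's r of 0.703, and of 0.538 to 0.636 with different vehicle samples for each. Between the compounds, 2527 genes differed. These values bear on the RNA data only.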

Other observations

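The tests of the genes that differ in nicotinamide and nortriptyline, of the pairs of compounds by collection slot and of day and time in the values were chosen after the results were seen. So was the comparison of loxapine with pizotifen, the gene lists used for selisistat, and the reading of the tests of slot labels and of mislabelled days.

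Other splits of the samples into groups of the same sizes were fitted for each comparison. In 23 of the 25 comparisons of 3 samples with 3, only 1 of the 10 splits, the real one, gave as many genes, a share that cannot go below 0.1 in this design. For selisistat 2 of the 10 splits did. For haloperidol, with 0 genes called and 397 at an unadjusted p under 0.05, 10 of the 10 did. The other split for selisistat set replicates 1 and 2 of selisistat and replicate 3 of the vehicle control against the rest and gave 868 genes. In splits that keep each collection day in both groups as the real split does, of which there were 4 for most compounds, the same held. For Group A against the vehicle control 1 of 100 splits drawn gave as many genes, for Group B 1 of all 84, and for Group A against Group B 1 of 100. The highest counts of other splits were 765, 3936 and 2744, against 4127, 5307 and 5210 for the real split fitted as single groups. The 3936 set the meclizine samples and the vehicle control against DKI.

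Compounds that share all collection slots lay closer to each other, at a mean distance of 19.5 over 26 pairs against 24.7 over 65 other pairs (difference -5.12, permutation test of the slot labels, two-sided p = 0.0059). Without the compounds of Groups A and B, the difference was -2.12 (permutation test, p = 0.22). Since compounds with similar effects can share slots, slots and compounds cannot be told apart by this test.

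The labels give doses of 0.5 nM for nicotinamide and haloperidol and 1 nM for nortriptyline. A wrong unit in these labels cannot be excluded. Nicotinamide and nortriptyline changed 1396 and 513 genes against the vehicle control. Their responses had a Pearson's r of 0.859 across genes (0.322 to 0.664 with different vehicle samples for each), and 0 genes differed between them, with 402 at an unadjusted p under 0.05. Cysteamine, collected in the same slots, differed from nicotinamide in 9 genes and from nortriptyline in 7. Haloperidol, at 0.5 nM in other slots, differed from nicotinamide in 1068 and from nortriptyline in 131. Across genes, the difference of nicotinamide and nortriptyline from the vehicle control was correlated with the difference between 4 other compounds of their slots and 5 compounds of other slots (r = 0.621, against -0.368 to 0.37 for unchanged samples). For single pairs of other compounds, the difference of nicotinamide and nortriptyline from haloperidol and fingolimod phosphate was used in place of that from the vehicle control. Its r with the difference within a pair was 0.223 to 0.57 for 12 pairs of compounds from different slots. For 9 pairs from the same slots, r was at most 0.219 in size. The collection slot may therefore contribute to the genes called for these compounds. The compounds' own effects stay open.

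Collection day and collection time moved few genes. The median F over genes was 0.052 for the day and 0.06 for the time, against 0.5 to 1 and 0.43 to 1.1 with the labels shuffled within conditions, and 0 of 100 shuffles came as low. With the day or the time as a term, 0 genes were called for it. The authors' processing may have removed these effects from the deposited values, in which case the residual spread understates the error of a comparison.

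Replicate 1 of cyproheptadine and of DKI carries the label of day 3. The slopes of replicate 1 minus replicate 3 on the difference of days 1 and 3 in other conditions were 1.33 and 3.24, against -8.25 to -4.01 in the other 14 conditions. The processing that may have removed the day from the values would also set the sign of these slopes, so a mislabelled day cannot be told apart from a correct label.

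Replicate 2 of selisistat had the lowest mean of 13 mitochondrial genes of all samples, 11.96 against a median of 13.22, and the highest mean of 5 genes transcribed by RNA polymerase III, 10.31 against a median of 7.91. Replicate 1 of selisistat was at 13.12 and 10.24, and replicate 3 at 13.02 and 8.35. Without replicate 2, selisistat changed 0 genes. No explanation was tested.

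Htt was lower than in the vehicle control in Group A (log2 fold change -0.31, adjusted p = 0.00015, limma, 9 of 9 samples) and in Group B (-0.29, adjusted p = 5e-04, limma, 6 of 6 samples). The fall is not limited to these groups. Of the 14 compounds, 7 had Htt called lower, among them nicotinamide (-0.35, adjusted p = 0.0029, limma, 3 of 3 samples) and cysteamine (-0.32, adjusted p = 0.0086, limma, 3 of 3 samples) outside the groups. The LC3 gene Map1lc3a was higher in Group A than in Group B by 0.27 (standard error 0.062, adjusted p = 5e-04, limma, 9 of 9 samples). Against the vehicle control it changed by 0.18 in Group A (adjusted p = 0.067, limma), and by 0.25 without replicate 3 (adjusted p = 0.046, limma, with a range of 0.046 to 0.39 over alternatives). It changed by -0.08 in Group B (adjusted p = 0.45, limma), and by 0.01 without replicate 3. The LC3 gene Map1lc3b changed by -0.01 in Group A (adjusted p = 0.85, limma) and 0.03 in Group B (adjusted p = 0.68, limma), and differed by -0.04 between the groups (adjusted p = 0.36, limma).

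The histone deacetylase inhibitors sodium butyrate and trichostatin A had a Pearson's r of 0.599 between their responses, and selisistat and nicotinamide, both sirtuin inhibitors, one of 0.522. With different vehicle samples for each compound, r was 0.26 to 0.549 and 0.0688 to 0.374. Loxapine and pizotifen differed in 14 genes, with 1265 at an unadjusted p under 0.05.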
